# Sex-Specific Embryonic Gene Expression in Species with Newly Evolved Sex Chromosomes

**DOI:** 10.1371/journal.pgen.1004159

**Published:** 2014-02-13

**Authors:** Susan E. Lott, Jacqueline E. Villalta, Qi Zhou, Doris Bachtrog, Michael B. Eisen

## Abstract

Sex chromosome dosage differences between females and males are a significant form of natural genetic variation in many species. Like many species with chromosomal sex determination, Drosophila females have two X chromosomes, while males have one X and one Y. Fusions of sex chromosomes with autosomes have occurred along the lineage leading to *D. pseudoobscura* and *D. miranda*. The resulting neo-sex chromosomes are gradually evolving the properties of sex chromosomes, and neo-X chromosomes are becoming targets for the molecular mechanisms that compensate for differences in X chromosome dose between sexes. We have previously shown that *D. melanogaster* possess at least two dosage compensation mechanisms: the well- characterized MSL-mediated dosage compensation active in most somatic tissues, and another system active during early embryogenesis prior to the onset of MSL-mediated dosage compensation. To better understand the developmental constraints on sex chromosome gene expression and evolution, we sequenced mRNA from individual male and female embryos of *D. pseudoobscura* and *D. miranda*, from ∼0.5 to 8 hours of development. Autosomal expression levels are highly conserved between these species. But, unlike *D. melanogaster*, we observe a general lack of dosage compensation in *D. pseudoobscura* and *D. miranda* prior to the onset of MSL-mediated dosage compensation. Thus, either there has been a lineage-specific gain or loss in early dosage compensation mechanism(s) or increasing X chromosome dose may strain dosage compensation systems and make them less effective. The extent of female bias on the X chromosomes decreases through developmental time with the establishment of MSL-mediated dosage compensation, but may do so more slowly in *D. miranda* than *D. pseudoobscura*. These results also prompt a number of questions about whether species with more sex-linked genes have more sex-specific phenotypes, and how much transcript level variance is tolerable during critical stages of development.

## Author Summary

Many animals have sex-specific combinations of chromosomes. In humans, for example, females have two X chromosomes while males have one X and one Y. In most species with XX:XY systems, the Y chromosome is degenerate and gene-poor while the X encodes a large number of functional genes. A variety of systems have evolved to ensure that males with one X chromosome and females with two X chromosomes have the same gene expression level for X-linked genes. The vinegar fly *D. melanogaster* has at least two dosage compensation systems: one that acts early in development, and another active in later stages. In this paper, we determine expression levels for thousands of genes in male and female embryos at different developmental stages in two species, *D. pseudoobscura* and *D. miranda*, that have unusually large fractions of their genomes in X or X-like chromosomes. We show that dosage compensation is established slowly during embryogenesis, and that in these species, dosage compensation appears to be absent in early development. This may be due to a lineage-specific loss or gain of compensation mechanism, or possibly because the machinery of dosage compensation cannot effectively handle the increased demand in these species.

## Introduction

Differing dosage of sex chromosomes is one of the most significant forms of natural genetic variation that animals with genetic sex determination face. In *Drosophila*, like humans, females have two X chromosomes, while males have one X and one Y chromosome. Thus, roughly half of the population (males) is hemizygous for the entire X chromosome.

Throughout evolutionary history, many different mechanisms have evolved to compensate transcription for this difference in sex chromosome dosage [1],[2]. Eutherian mammals transcriptionally inactivate one of the two X chromosomes in females, the nematode *Caenorhabditis elegans* downregulates gene expression from both X chromosomes in XX hermaphrodites, while *Drosophila* upregulate expression from the single X chromosome in males [3]–[5]. Thus, uncompensated sex chromosomal dosage is clearly a problem for many lineages with XY sex chromosomes, solvable in many different ways. Note that ZW systems, where females are the heterogametic sex, often lack chromosome-wide dosage compensation, though gene-specific compensation mechanisms have evolved in these systems [6],[7].

The canonical *Drosophila* dosage compensation mechanism involves the formation of the MSL protein complex (or dosage compensation complex; DCC), which consists of at least 5 proteins: male specific lethal- 1, 2, and 3 (MSL-1, MSL-2, MSL-3), males absent on the first (MOF), and maleless (MLE), and two non-coding RNAs *RNA on the X 1* and *2* (*rox-1*, *rox-2*). MOF is a histone acetylase that catalyzes the acetylation of lysine 16 of histone H4 (H4K16ac) across the X chromosome in males. The DCC binds the X chromosome at particular sites (known as high affinity or chromatin entry sites), and is thought to spread to adjacent actively transcribed genes. Through this process, the chromatin landscape of the X chromosome is altered, to produce a twofold upregulation of transcription of the single male X (see [8]–[10] for review).

The establishment of MSL-mediated dosage compensation occurs after the onset of zygotic transcription. A handful of zygotic genes are transcribed prior to and during stage 4 (mitotic cycles 10–13, [11],[12]), but widespread zygotic activation of transcription occurs during mitotic cycle 14 (stage 5), at the time when the blastoderm is undergoing cellularization. The male-specific component of the DCC, *msl-2*, is not observed until late in stage 5 [13]–[15], and the earliest observation of the H4K16ac established by the DCC is at stage 9 [13],[14], leaving a gap of several hours of development between the onset of zygotic transcription and the establishment of MSL-mediated dosage compensation.

As there are many important processes occurring during this period of development (such as mitotic cycling, segmentation along the anterior-posterior axis, the formation of germ layers along the dorsal-ventral axis, cellularization of the blastoderm, and gastrulation) but no canonical dosage compensation mechanism, we set out in a previous study to characterize gene expression in female and male *Drosophila melanogaster* embryos during this period of development [15]. In order to do so, we developed techniques to sequence mRNA from single embryos, allowing for precise staging and acquisition of sex-specific data. In that study, focusing on stages 3–5 (spanning the onset of zygotic transcription), we found that about half of zygotically expressed genes on the X chromosome had roughly equal transcript levels between female and male embryos. Thus, there was some form of incomplete early zygotic dosage compensation, by unknown mechanism(s), before the onset of MSL-mediated dosage compensation, consistent with earlier genetic studies on a single gene active during this period [16],[17].

This left many questions unanswered, including several evolutionary ones: Does early zygotic dosage compensation vary across *Drosophila* species? If so, how did early zygotic dosage compensation evolve? Is it dependent on gene content or age of the X chromosome? And, additionally, since our previous study in *D. melanogaster* ended at the end of stage 5, could we, by extending the timecourse, observe the onset of MSL-mediated dosage compensation? What would that look like? And how would it compare to early zygotic dosage compensation?

The complex evolutionary history of sex chromosomes in *Drosophila* provides a basis for addressing many of these questions. Fusions of ancestral sex chromosomes to autosomes have happened numerous times in the evolutionary history of *Drosophila*, leading to the creation of new (neo) sex chromosomes [18]. As *Drosophila* males lack meiotic recombination, male-specific neo-sex chromosomes (neo-Ys) are completely sheltered from recombination and degenerate over time due to the decreased efficacy of natural selection on a non-recombining chromosome [19]. As genes on the neo-Y degenerate, their homologous copies on the neo-X become hemizygous in males and potential targets for dosage compensation.

Here we focus on two closely related species, *Drosophila pseudoobscura* and *Drosophila miranda*, which carry neo-sex chromosomes of different evolutionary ages (Figure 1A). In the lineage leading to both *D. pseudoobscura* and *D. miranda*, the ancestral X chromosome (XL in these species) fused with an autosome (Muller element D, or 3L in *D. melanogaster*), to create chromosome XR, roughly 15 million years ago (MYA). XR has acquired many properties typical of an X chromosome including complete MSL-mediated dosage compensation [20],[21], whereas the non-recombining homolog of this chromosome is almost entirely degenerated and heterochromatic [22], as expected of a Y chromosome.

**Figure 1:**
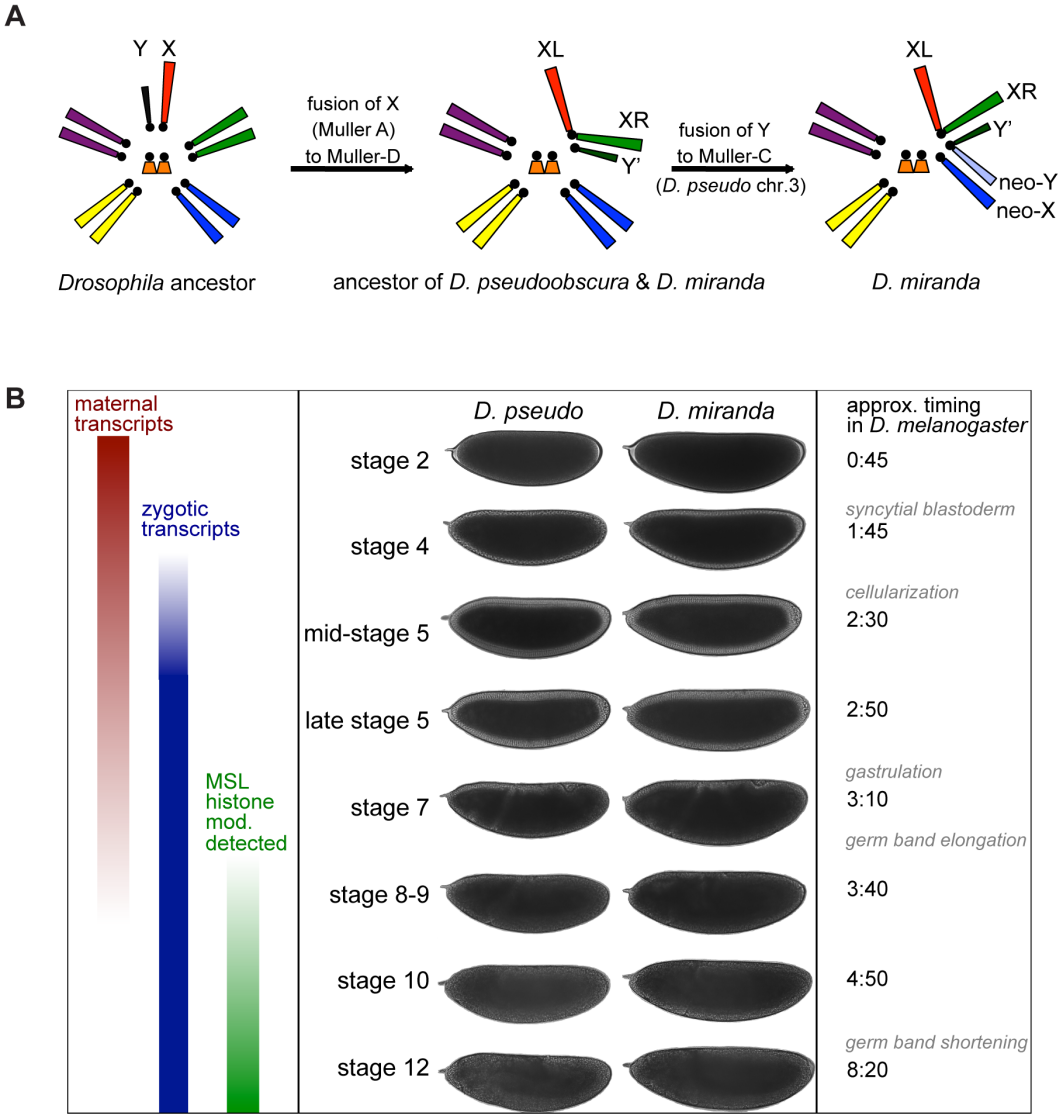
Karyotype and timecourse. A) Karyotype of a *Drosophila* ancestor, *D. pseudoobscura* and *D. miranda* ancestor (and current karyotype of *D. pseudoobscura*), and *D. miranda*. B) Important transcriptional events in the early embryo, examples of embryo staging for the two species, based on morphology, and timing of these events in *D. melanogaster* at 25°C. MSL histone modification (mod.) refers to observation of the histone modification H4K16ac, mediated by the MSL complex, by antibody staining in *D. melanogaster* [13],[14].

Along the lineage leading to *D. miranda*, there has been an additional sex chromosome fusion [23] which arose ∼1 MYA [24], that of the Y chromosome to the autosome designated as chromosome 3 in *D. pseudoobscura* (Muller C, or 2R in *D. melanogaster*) [25]. This fusion formed a neo-Y that has now partially degenerated [25]–[29], with about half of the open reading frames (ORFs) of neo-Y genes disrupted by deletions, insertions, frameshift mutations, and premature stop codons [30]. Many neo-Y genes with these types of disruptions in ORFs likely fail to produce functional proteins, and many genes are transcriptionally silenced or expressed at a lower level from the neo-Y [30], and are thus truly hemizygous in males. At the same time, the neo-X of *D. miranda*, the formerly autosomal homolog of the neo-Y, is acquiring MSL-mediated dosage compensation [20],[31],[32], with about half of actively transcribed genes on the neo-X being targeted by the MSL complex [33].

## Results

### A Homologous Timecourse Of Expression Between Species

To take advantage of this snapshot into sex chromosome and dosage compensation evolution, we generated a timecourse of transcript levels in female and male embryos in *D. pseudoobscura* and *D. miranda*, using mRNA sequencing (mRNA-Seq).

We wanted to determine transcript levels during two important periods of embryonic development: the maternal to zygotic transition (MZT), when maternal transcripts begin to degrade and widespread zygotic transcription is initiated, and the onset of MSL-mediated dosage compensation (Figure 1B). Widespread activation of zygotic transcription occurs during stage 5, roughly 2.5 hours into development in *D. melanogaster*. The exact point at which MSL-mediated dosage compensation is established in *D. melanogaster* is unclear, but the histone modification that is deposited by the MSL complex (H4K16ac) is not detectable until stage 9 by antibody staining in *D. melanogaster* [13],[14]. To sample both of these important events, we began our timecourse at the earliest stage readily distinguished by morphological features (stage 2), sampled through mitotic cycles four and five, and then again before, during and after stage 9, for a total of eight timepoints.

Our single-embryo RNA sequencing approach was particularly beneficial here, as it allowed us to sample embryos from each species at precisely matched developmental stages based on morphology and not developmental time, which varies between species. It also allowed us to determine the sex of each embryo prior to sequencing and thereby select samples to generate sex-specific expression data.

We chose eight stages with readily identifiable diagnostic morphological features (Figure 1B). We collected, dechorionated, and imaged live embryos from each species, and harvested embryos at the desired stages, extracting both DNA and RNA for subsequent analysis. We used the DNA to determine the sex of each embryo using a PCR-based assay, employing redundant primer sets to detect the presence of a Y chromosome or two X chromosomes in *D. pseudoobscura*, and primer sets to determine the presence of a neo-X vs. neo-Y in *D. miranda* (see Methods). We chose three female and three male embryos for each species, for each of the eight stages, for a total of 96 samples (see Table S1). 

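The files hold 96 single-embryo mRNA-Seq libraries, poly(A)-selected and indexed by the authors. Sex was taken from the call made after sequencing that Table S1 and the sample labels give. By that call, *D. pseudoobscura* had 3 female and 3 male embryos at stages 4, late 5, 7, 10 and 12. It had 2 females and 4 males at mid-stage 5, and 2 females and 3 males at stage 8–9. *D. miranda* had 3 females and 3 males at stage 4 and at late stage 5, and 2 females and 4 males at mid-stage 5 and at stage 12. At its later stages, the females and males numbered 2 and 3 at stage 7, 4 and 1 at stage 8–9, and 1 and 4 at stage 10. Stage 2 embryos were not sexed. Left out of every comparison were the 3 embryos of undetermined sex, which their labels mark as bad samples, 1 *D. miranda* stage 10 embryo listed as XX with a neo-X and a neo-Y, and 1 *D. pseudoobscura* stage 2 embryo listed as possibly unfertilized. Since 2 columns may hold that last embryo, both were left out. The authors mapped the reads with Bowtie and TopHat, called transcript levels as RPKM with Cufflinks, and scaled each embryo to the summed level of chromosomes 2 and 4. They also divided the reads assigned to the maternal or paternal allele of each gene by its number of SNPs. Neither kind of file gives read counts, so the depth behind single values is unknown. From these values, a zygotic gene was defined at each stage and species as one with a paternal share above 40.0% in females and a mean above 5.0 RPKM in both sexes. The ratio of its mean level in females to its mean level in males was then computed. Embryos were the replicates: for each embryo, the median over zygotic genes of its log2 level relative to the midpoint of the sexes gave 1 score per chromosome. With 3 embryos against 3, the smallest p of a two-sided exact permutation test is 0.1, and with 2 against 4 it is 0.0667. No single stage could therefore pass 0.05 between the sexes, and neighboring stages were also tested together, permuting within each stage. No lane held more than 1 sexed embryo of the same species and stage, so the sexes could not be compared within a lane.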

We prepared single embryo mRNA sequencing libraries from RNA from each of the selected embryos, without amplification of input RNA (see Methods), and sequenced the libraries on an Illumina HiSeq 2000 DNA sequencer.

### Data, And Distinguishing Maternal And Zygotic Transcripts

We aligned mRNA-Seq reads to the *D. pseudoobscura* reference sequence (Flybase release 2.25) or the *D. miranda* reference sequence [30] using Bowtie [34] and TopHat [35], and inferred transcript levels using Cufflinks [36]. We normalized transcript levels between samples so that the total inferred transcript levels of chromosomes 2 and 4 (which are autosomes in both species) were identical. Like in our previous study utilizing the single-embryo RNA-Seq technique, the data produced by this method are highly reproducible, with Spearman's rank correlation coefficients between replicate samples (same stage, same sex) exceeding 0.95.

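Spearman's rho between embryos of the same species, stage and sex was computed over all genes in the files, with the unsexed stage 2 embryos of a species as 1 group. In *D. pseudoobscura*, the median over 47 pairs and 16016 genes was 0.958, and the pairs ranged from 0.941 to 0.969. Of these pairs, 43 exceeded 0.95. In *D. miranda*, the median over 57 pairs and 14060 genes was 0.957, with a range of 0.934 to 0.971, and 39 pairs exceeded 0.95. The group means were lowest in *D. miranda* stage 12 females, at 0.940 for their single pair, and in *D. miranda* late stage 5 males, at 0.943 for 3 pairs. These correlations are across genes, which are not independent replicates, so no test was made. Keeping only genes with a mean above 1 RPKM moved the medians most, to 0.978 in *D. pseudoobscura* and 0.971 in *D. miranda*.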

In order to distinguish transcripts of zygotic origin from those deposited in the egg by the mother, we analyzed embryos that were all hybrids between genetically distinct parental lines within each species. For *D. pseudoobscura*, all mothers were Flagstaff 14 and all fathers PP1134. For *D. miranda*, all mothers were MSH22 and all fathers SP138. We used genomic sequence data for each pair of lines to identify 90,347 single nucleotide polymorphism (SNPs) fixed between the parental lines, and covered by transcripts in our dataset in *D. pseudoobscura* (92% of expressed genes in our dataset have SNPs). Similarly, in *D. miranda*, we identified 31,189 SNPs fixed between parental lines (75% of expressed genes in our dataset have SNPs), not counting those that distinguish the neo-X from the neo-Y (both *D. miranda* genomes were female, so additional information was needed to compare the neo-X to the neo-Y). This is consistent with a reduced level of polymorphism in *D. miranda* [37],[38]. 

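The number of SNPs listed for each gene was summed over the 16016 *D. pseudoobscura* genes in the files, which gave 90347. A transcript level above 0 in at least 1 embryo was found for 14851 of the genes. Of these expressed genes, 11641 had at least 1 SNP between the parental lines, or 78.4%.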

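The SNPs listed for the 14060 genes of *D. miranda* summed to 31189. Among its 13093 genes with a level above 0 in any embryo, 8510 carried a parental SNP, which is 65.0%.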

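For the neo-X and neo-Y of *D. miranda*, SNPs were summed over the 2609 genes of chromosome 3 that have a single entry in the allele tables. The sum was 18598. A SNP between the neo-X and the neo-Y was listed for 1562 of 2496 expressed genes on this chromosome, or 62.6%. Another 1099 entries belonged to proteins listed more than once and were not used.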

We also identified 14,060 SNPs in coding regions of genes that distinguish the neo-X from the neo-Y, covering 68% of expressed genes on this chromosome, similar to the genome-wide average (though genes on the neo-X/neo-Y that have SNPs have more divergent sites than those elsewhere, due to the divergence between the neo-sex chromosomes).

For this study, we are primarily concerned with the zygotic transcript abundance for female and male embryos, as maternal mRNA deposition to female and male embryos does not differ. While mRNA-seq reads containing maternal alleles could be derived from either maternally deposited or zygotically transcribed RNAs, reads containing paternal alleles can only have come from zygotic transcription, and therefore can be used as a proxy for zygotic expression. We explored a number of different methods for defining which genes were zygotically expressed, all of which gave consistent results. Here, we use two definitions of zygotic expression for a gene. The first we primarily show (Figures 3, 4, and 6) is based on having a high proportion (∼50%, see Methods) of reads that are paternally derived; this is determined using female transcript levels (as males have no paternal X). The allele-specific definition of zygotic expression is used to analyze total transcript level. The second definition of zygotic genes is based on a gene having very low total expression at early stages and high total expression at later stages (Figure 5). This second definition does not depend on the allele-specific data, and so we use this definition for analysis of allele-specific transcript level (see Methods for further information and explanation of method choice, and also figure legends for descriptions of definitions used in each figure). Both methods call zygotic genes separately in each species, and for the allele-specific method, genes are called separately for each stage.

### Transcript Levels Are Largely Conserved Between The Species

Transcript levels across all genes for this period of early development are highly conserved between *D. pseudoobscura* and *D. miranda* (Figure 2A), across both females and males (the same stage between species, Spearman's rho of 0.85–0.92, as compared to a mean of 0.95 for replicates of the same stage within either *D. pseudoobscura* or *D. miranda*, see Table S2). This is as expected for closely related species, due to a high level of conservation of transcript level between morphologically homologous stages between the species, and supports the accuracy of our embryo staging based on morphology.

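Mean levels per stage, over the embryos of a species that were used, were compared for 12390 genes that the files pair as one-to-one orthologs. Spearman's rho was 0.918 at stage 2, 0.908 at stage 4, 0.902 at mid-stage 5 and 0.902 at late stage 5. It was 0.906 at stage 7, 0.909 at stage 8–9, 0.907 at stage 10 and 0.914 at stage 12. The 95% bootstrap intervals over genes spanned 0.896 to 0.908 at mid-stage 5, where the correlation was among the lowest, and 0.912 to 0.923 at stage 2, where it was highest. Single pairs of embryos of the 2 species had an SD of 0.00755 at stage 4 and of 0.00181 at stage 2. The correlation between the species at each stage was lower than the median between replicates within either species. Of the alternatives, setting both species on the *D. miranda* gene set moved the values most, to 0.929 at stage 4 and 0.950 at stage 12. That setting was chosen after seeing the data.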

**Figure 2:**
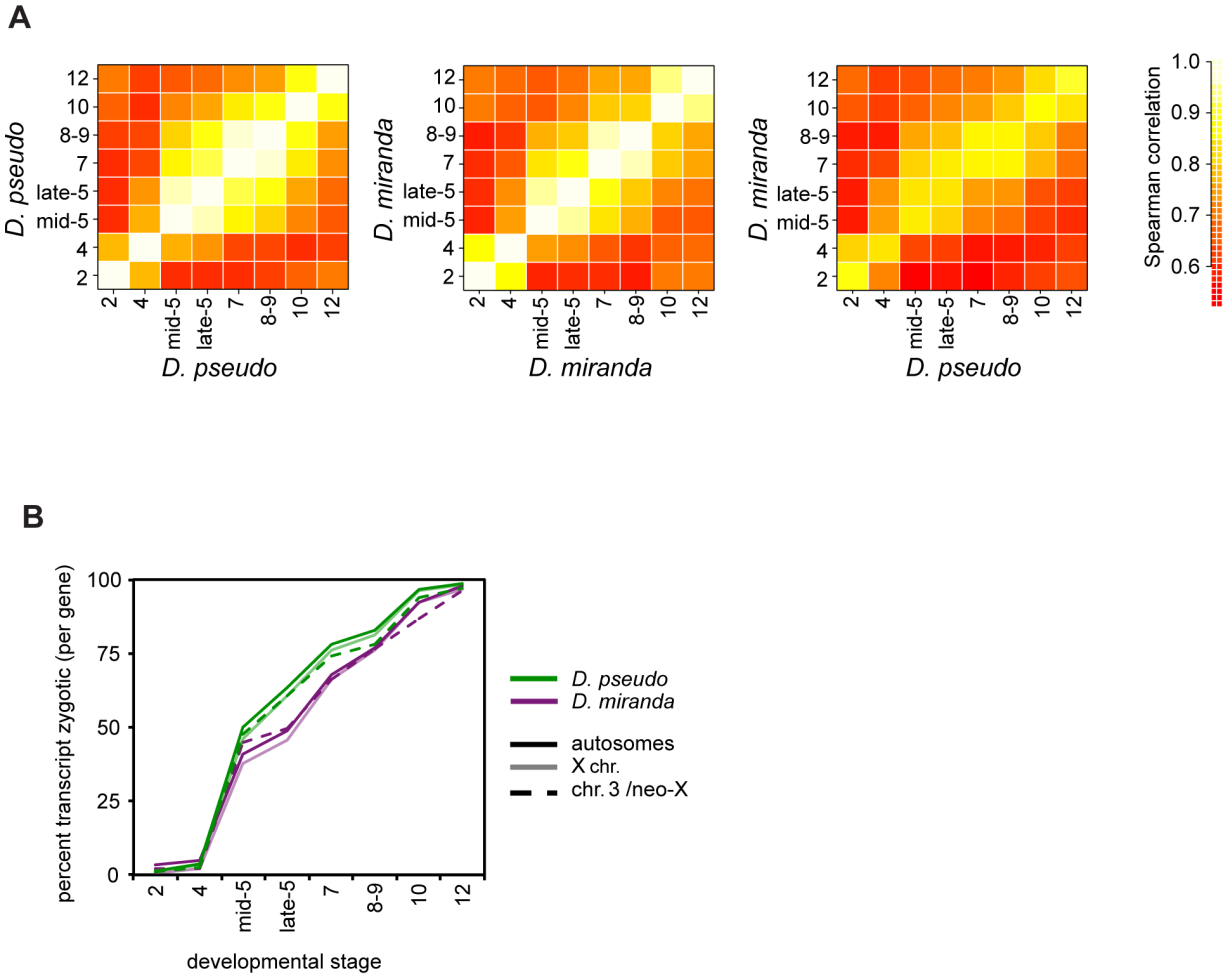
Timing of transcript abundances in *D. pseudoobscura* and *D. miranda*. A) A heatmap of pairwise correlation coefficients for mRNA abundance for genes (in RPKM) at all stages, averaged over all individuals per stage. The first two plots show within species comparisons, the third shows the between species comparison. *D. pseudoobscura* and *D. miranda* have very similar expression patterns at each stage, over this period of development. See Table S2 for numerical values. B) Percent of reads per gene that are zygotic in origin, estimated from the proportion of paternal reads (x2) over developmental time, for both species. These plots are derived from female embryos, as males have no paternal allele for X-linked genes. Solid lines are autosomes, pale lines are X chromosomes, and dotted lines the neo-XY/Chr.3. See Table S3 for significance tests of between-species differences.

We used our allele-specific data to explore the activation of zygotic transcription in each species, using paternal reads as a proxy for zygotic transcription. Examining the average per gene proportion of zygotic reads (i.e. 2x fraction of allele specific reads that are paternal), we find that there is an offset in the timing of zygotic expression between the species (Figure 2B). 

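The zygotic share was computed for each female embryo as the mean over genes of 2 times the paternal part of the allele-specific level. On chromosomes 2 and 4, it was 8.70% ± 0.592 (SD, n = 3) in *D. miranda* and 9.22% ± 0.282 (SD, n = 3) in *D. pseudoobscura* at stage 4. At mid-stage 5, the shares were 52.2% ± 2.75 (SD, n = 2) and 59.8% ± 6.74 (SD, n = 2). By late stage 5 they had reached 57.5% ± 2.06 (SD, n = 3) and 69.6% ± 2.03 (SD, n = 3). *D. miranda* embryos stood at 71.4% ± 0.628 (SD, n = 2) at stage 7 and 78.8% ± 1.69 (SD, n = 4) at stage 8–9. The *D. pseudoobscura* values at these stages were 82.1% ± 2.65 (SD, n = 3) and 84.3% ± 0.808 (SD, n = 2). At stage 10 the share was 87.0% in the single *D. miranda* female and 96.2% ± 1.20 (SD, n = 3) in *D. pseudoobscura*. The values met at stage 12, at 97.5% ± 1.32 (SD, n = 2) and 97.5% ± 0.628 (SD, n = 3). Chromosome 4 was left out for 1 *D. miranda* stage 7 female whose values on it Table S1 marks as not usable.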

*D. miranda* has significantly fewer zygotically derived transcripts per gene on average present from the beginning of zygotic transcription in stage 5, up to stage 8–9 or 10, where its zygotic transcript level equals *D. pseudoobscura* (see Table S3 for bootstrap confidence intervals). This pattern of lower levels of zygotic transcript per gene in *D. miranda* is species-specific, rather than chromosome-specific, as both autosomes and X chromosomes show the same fraction of zygotic transcripts within each species (Figure 2B).

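From mid-stage 5 to stage 10, the zygotic share of chromosomes 2 and 4 differed by -9.03 percentage points between *D. miranda* and *D. pseudoobscura* females. An exact permutation test of the species label within stages gave p = 1.39e-05 (two-sided), the smallest that its 72000 arrangements can give. Within a single stage the females are too few: at late stage 5, 3 against 3, the exact permutation p was 0.1, its smallest possible value. Leaving out each female in turn gave differences between -9.99 and -8.08. Taking the median over genes in place of the mean moved the difference most, to -14.7 points, and the ratio of sums over genes gave -5.56 points. With genes resampled as in Table S3, the 95% interval at stage 8–9 was 78.6% to 82.1% in *D. miranda* and 83.6% to 86.8% in *D. pseudoobscura*. At stage 10 it was 85.2% to 88.8% and 95.2% to 97.9%, with 1 female in *D. miranda*. The intervals overlapped at stage 12, 96.1% to 99.2% against 96.1% to 98.7%.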

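On XL and XR, the share at late stage 5 was 52.2% ± 4.13 (SD, n = 3) in *D. miranda* and 65.2% ± 2.15 (SD, n = 3) in *D. pseudoobscura*. From mid-stage 5 to stage 10 the difference on these chromosomes was -8.20 percentage points (exact permutation test within stages, p = 1.39e-05, the smallest possible). Chromosome 3, the neo-X in *D. miranda*, showed a difference of -6.12 points (p = 5.14e-04, exact permutation test). In *D. pseudoobscura* the share at mid-stage 5 was 53.3% ± 6.55 (SD, n = 2) on XL and XR. At stage 4 in *D. miranda*, XL and XR had 3.51% ± 0.946 (SD, n = 3) and chromosome 3 had 6.08% ± 1.63 (SD, n = 3). By stage 12, XL and XR were at 95.8% ± 1.50 (SD, n = 2) in *D. miranda* and 96.9% ± 0.370 (SD, n = 3) in *D. pseudoobscura*.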

Could the differences we observe in onset of zygotic transcription between *D. pseudoobscura* and *D. miranda* affect subsequent analyses? To address this, we first asked whether the same morphological stage in both species is also the best comparison based on transcript level. We examined pairwise correlations of transcript levels between both sexes and species, for both the set of all genes, and for autosomal genes (Figure S1 and Table S4). Individuals of a particular sex and stage in a species are always highly correlated with the same stage, regardless of sex. This holds across species as well, though the correlations are slightly lower. 

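Within each species, the mean levels of one sex at each stage from 4 to 12 were correlated over all genes with every stage of the other sex. The highest Spearman's rho fell on the same stage in 20 of 28 cases. In the other 8, it fell on a neighboring stage, 4 times the earlier and 4 times the later one. Each pair of sexes was read in both directions, so a best match can count once as earlier and once as later.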

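Between the species, each sex and stage of one species was set against every stage of both sexes of the other. The same stage gave the highest rho in 42 of 56 cases, and a neighboring stage in 14.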

In the majority of cases, the highest correlation is between individuals of the same stage. 

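Over all comparisons within and between species, 62 of 84 cases had their highest correlation at the same stage. Using only genes on chromosomes 2 and 4, the number was 59. No test was made of these counts, since each embryo enters several comparisons.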

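Of the 22 cases whose highest correlation was at another stage, all pointed to a stage next to it. The largest gain in rho over the same stage was 0.0153. The earlier stage was the best match in 11 cases and the later stage in 11. Since each pair of groups was read in both directions, much of this balance is built in and says little about direction. The directions were split unevenly between the species. When *D. miranda* stages were matched to *D. pseudoobscura*, 5 of 28 fell on an earlier stage and 0 on a later one. In the other direction, from *D. pseudoobscura* to *D. miranda*, 7 of 28 fell on a later stage and 2 on an earlier one. These counts were not tested.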

Occasionally, a highly developmentally similar neighboring stage has a statistically slightly higher correlation, but this is not systematic across comparisons. Thus, we believe that there are no systematic differences in development rate that are unaccounted for by our sampling, either between species, or between sexes within a species. This would indicate that the transcriptional delay between these two species is less than a single stage by our sampling. Additionally, in subsequent analyses, we will define genes as zygotic separately for each species, and using the allele-specific zygotic definition, per stage. While we cannot rule it out, these factors should minimize the contribution of the delay in zygotic transcription in *D. miranda* to subsequent analyses.

### Onset Of Dosage Compensation In Development

At the onset of zygotic transcription, zygotic genes on the X chromosome are largely female biased. This female bias decreases over developmental time, and by stage 12, the X chromosomes are no more sex biased than the autosomes, indicating complete dosage compensation of zygotic genes (Figure 3A, Figure S2 for a different zygotic definition showing the same results). 

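At mid-stage 5, the median female to male ratio of the 253 zygotic genes on XL and XR in *D. pseudoobscura* was 1.66 (2 females and 4 males). It was 1.71 at late stage 5 for 432 genes (3 and 3 embryos). The *D. miranda* medians were 1.83 for 123 genes and 1.97 for 169 genes. Mid and late stage 5 together gave a female minus male difference of 0.76 on the log2 scale in *D. pseudoobscura* and 0.98 in *D. miranda*. The exact permutation p within stages was 0.00333 in both species, the smallest that 300 arrangements allow. The SD between embryos of a sex, on the same scale, was 0.15 at mid-stage 5 and 0.13 at late stage 5 in *D. pseudoobscura*. It was 0.20 and 0.35 in *D. miranda*. Dividing by the median ratio of chromosomes 2 and 4, a setting chosen after seeing the data, moved the *D. miranda* mid-stage 5 ratio most, to 1.48. Defining zygotic genes by transcript level, by contrast, gave 1.58. Over the 8488 genes with a mean above 1 RPKM, limma called 66 genes higher in females at mid-stage 5 in *D. pseudoobscura* at a Benjamini-Hochberg adjusted p under 0.05, of which 63 lie on XL or XR. At late stage 5, 236 of 240 such genes were on XL or XR. The numbers in *D. miranda* were 109 of 139 and 439 of 662. Chromosome 3, its neo-X and neo-Y, held another 29 and 139 of these genes, and chromosomes 2 and 4 held 1 and 81. Both directions together, 153 and 762 genes were called in *D. miranda* at mid and late stage 5, and 120 and 306 in *D. pseudoobscura*. These counts move with single embryos. In *D. miranda* they were 3 without mid-stage 5 female 3, 164 without late stage 5 male 3 and 1998 without late stage 5 male 2. In *D. pseudoobscura* they were 57 without mid-stage 5 female 2 and 123 without late stage 5 female 2. Fitting only the embryos of the stage moved the *D. miranda* counts most, to 2 at mid-stage 5 and 12 at late stage 5, and gave 517 in *D. pseudoobscura* at late stage 5. With the lane as a covariate, the late stage 5 counts were 187 and 649. At stage 4, limma called 0 genes in *D. pseudoobscura*, where 696 had an unadjusted p under 0.05, and 1 in *D. miranda*, where 71 had one.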

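After stage 5, the median ratio on XL and XR in *D. pseudoobscura* was 1.34 at stage 7 (799 genes), 1.40 at stage 8–9 (926), 1.17 at stage 10 (1549) and 0.977 at stage 12 (1648). In *D. miranda* it was 1.32 at stage 7 (413 genes), 1.32 at stage 8–9 (599), 1.18 at stage 10 (793) and 0.910 at stage 12 (1032). For stages 7 and 8–9 together, the log2 difference between the sexes was 0.45 in *D. pseudoobscura* (exact permutation test, p = 0.005, the smallest of 200 arrangements). In *D. miranda* it was 0.38 (p = 0.02, the smallest of 50, exact permutation test). Divided by the median ratio of chromosomes 2 and 4, the stage 12 value in *D. miranda* became 1.06. The stage 12 comparison of the sexes gave an exact permutation p of 1 in *D. pseudoobscura* (smallest possible 0.1). For *D. miranda* it was 0.667 (smallest possible 0.0667). The *D. miranda* stage 12 ratio depends on its 2 females: without female 1 it was 1.24 on XL and XR, and without female 3 it was 0.718. The ratio of the autosomes moved in the same way. From the fall of the ratio toward that of the autosomes, the paper concludes that zygotic genes on the X chromosomes are fully dosage compensated by stage 12.

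**Figure D1:**
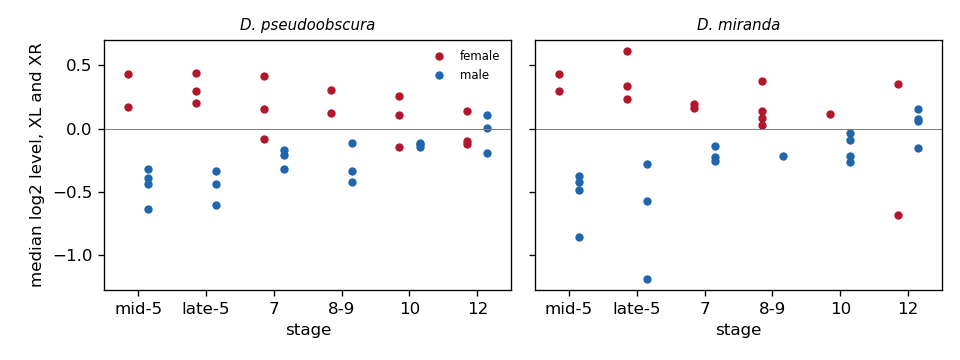
Log2 score of each embryo on XL and XR, by stage, in *D. pseudoobscura* (left) and *D. miranda* (right); each point is 1 embryo (red, female; blue, male), and 0 is the midpoint of the sexes at that stage. The gap between the sexes is 0.77 at late stage 5 in *D. pseudoobscura* and 1.07 in *D. miranda*, and -0.00 and -0.20 at stage 12.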

The onset of dosage compensation appears to be earlier in development in *D. pseudoobscura* than in *D. miranda*, though by stage 12, the two species reach equivalent levels of complete compensation (Figure 3A). 

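The difference in the log2 female to male ratio of XL and XR between the species was tested by exchanging embryos between the species within each sex. *D. miranda* minus *D. pseudoobscura* gave 0.15 at mid-stage 5 (exact permutation p = 0.405) and 0.30 at late stage 5 (exact permutation p = 0.375). At stage 7 the difference was -0.01 (p = 0.95, exact permutation test), and at stage 8–9 it was -0.13 (p = 0.567, exact permutation test). It was 0.06 at stage 10 (exact permutation test, p = 0.693) and -0.20 at stage 12 (p = 0.666, same test). Exchanging embryos thus gave no p under 0.05 at any stage. The direction at stage 7 depends on the scaling between embryos. With each embryo rescaled by its median over chromosomes 2 and 4, the median ratio at stage 7 was 1.58 in *D. miranda* and 1.36 in *D. pseudoobscura*. After the same rescaling, the late stage 5 medians were 1.77 and 1.73.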

The delay in onset of zygotic transcription in *D. miranda* may contribute to this, though we note that our zygotic genes are called in a stage and species-specific manner, minimizing the contribution of the delay to the compensation phenotype. As shown in Figure 3A, *D. miranda* has significantly more female-biased zygotic genes than *D. pseudoobscura* on XL and XR in nearly all developmental stages prior to stage 12 (See Table S5 and S6 for chi-squared test p-values for comparisons at various female-bias cutoffs). 

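The share of zygotic genes on XL and XR with a female to male ratio above 1.5 was 71.5% in *D. miranda* (88 of 123 genes) and 69.6% in *D. pseudoobscura* (176 of 253) at mid-stage 5 (Fisher's exact test over genes, p = 0.72). At late stage 5 it was 82.8% and 69.7% (Fisher's exact test, p = 9.81e-04). The order was the other way at stage 7, with 28.8% in *D. miranda* and 33.8% in *D. pseudoobscura* (Fisher's exact p = 0.0801), and at stage 8–9, with 31.6% and 34.9% (Fisher's exact p = 0.183). At stage 10 the shares were 28.0% and 15.7% (Fisher's exact p = 4.07e-12), the *D. miranda* value resting on 1 female. By stage 12 they were 3.97% and 4.92% (Fisher's exact p = 0.295). Genes are not independent replicates, and the shares themselves were not tested over embryos. For the log2 ratio on XL and XR, exchanging embryos between the species within each sex gave no p under 0.05 at any stage. The excess of *D. miranda* at late stage 5 was 13.2 percentage points. Defining zygotic genes by transcript level moved it most, to -12.7 points, and rescaling each embryo by the autosomal median gave -0.984 points. Without *D. miranda* late stage 5 male 3 it was 5.86 points. The mid-stage 5 difference of 1.98 points was -8.32 points without *D. miranda* male 2 and 21.3 points without *D. pseudoobscura* female 3. At stage 7 the difference was -4.98 points and became 21.2 points after rescaling by the autosomal median. Without *D. pseudoobscura* stage 7 female 3 it was 4.09 points, and without female 1 it was -14.4. At stage 8–9, leaving out *D. pseudoobscura* female 2 gave 8.36 points and leaving out male 1 gave -20.5. The stage 12 difference of -0.942 points was 6.15 points without *D. miranda* female 1 and -3.82 points without *D. pseudoobscura* male 2.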

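Ratios above 2 were counted among the zygotic genes of XL and XR in the same way. In *D. miranda* they made up 35.0% at mid-stage 5 (43 of 123) and 48.5% at late stage 5 (82 of 169), against 20.9% (53 of 253) and 30.3% (131 of 432) in *D. pseudoobscura*. Fisher's exact test over genes gave p = 0.00534 and p = 4.18e-05. At stage 7 the shares were 4.84% in *D. miranda* and 6.63% in *D. pseudoobscura* (Fisher's exact p = 0.252), and at stage 8–9 they were 5.01% and 2.27% (Fisher's exact p = 0.00514). Stage 10 had 11.5% and 4.00% (Fisher's exact p = 2.25e-11), with 1 *D. miranda* female. With the XX embryo carrying a neo-X and a neo-Y counted as a second female, a choice made after seeing the data, the stage 10 share in *D. miranda* was 6.00%. At stage 12 the shares were 0.775% and 0.607%. The mid-stage 5 difference was 14.0 percentage points, and 5.84 points without *D. miranda* female 3. The late stage 5 difference was 18.2 points, and 1.06 points without *D. miranda* male 3. At stage 7 the difference was -1.79 points, and it became 0.811 points without *D. miranda* female 3. At stage 8–9 the 2.74 points became -1.76 without *D. pseudoobscura* female 1. The stage 12 difference, 0.168 points, was -0.216 points without *D. pseudoobscura* female 1 and 1.302 points without *D. miranda* female 1. Defining zygotic genes by transcript level gave -4.08 points at late stage 5 and 3.21 points at mid-stage 5.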

In early development, *D. miranda* has many zygotic genes on chromosomes XL and XR in the >2x female bias category, and significantly more than *D. pseudoobscura* until the last few stages, (Table S5). This is consistent with the view that the majority of zygotic genes in *D. miranda* are completely uncompensated at early stages, as then we would expect expression levels to be distributed reasonably symmetrically around 2x female bias.

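On XL alone, 22.7% of 44 *D. miranda* genes at mid-stage 5 and 43.6% of 55 at late stage 5 lay above a ratio of 2. The shares on XR were 41.8% of 79 genes and 50.9% of 114. In *D. pseudoobscura*, XL had 21.0% of 100 genes and 32.7% of 165, and XR had 20.9% of 153 and 28.8% of 267. The difference between the species on XR at late stage 5, 22.0 percentage points, was 2.61 points without *D. miranda* male 3. On XL at the same stage, the 10.9 points became -2.73 without *D. miranda* female 3. On XL at mid-stage 5, the 1.73 points became -7.84 without *D. miranda* female 3.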

**Figure 3:**
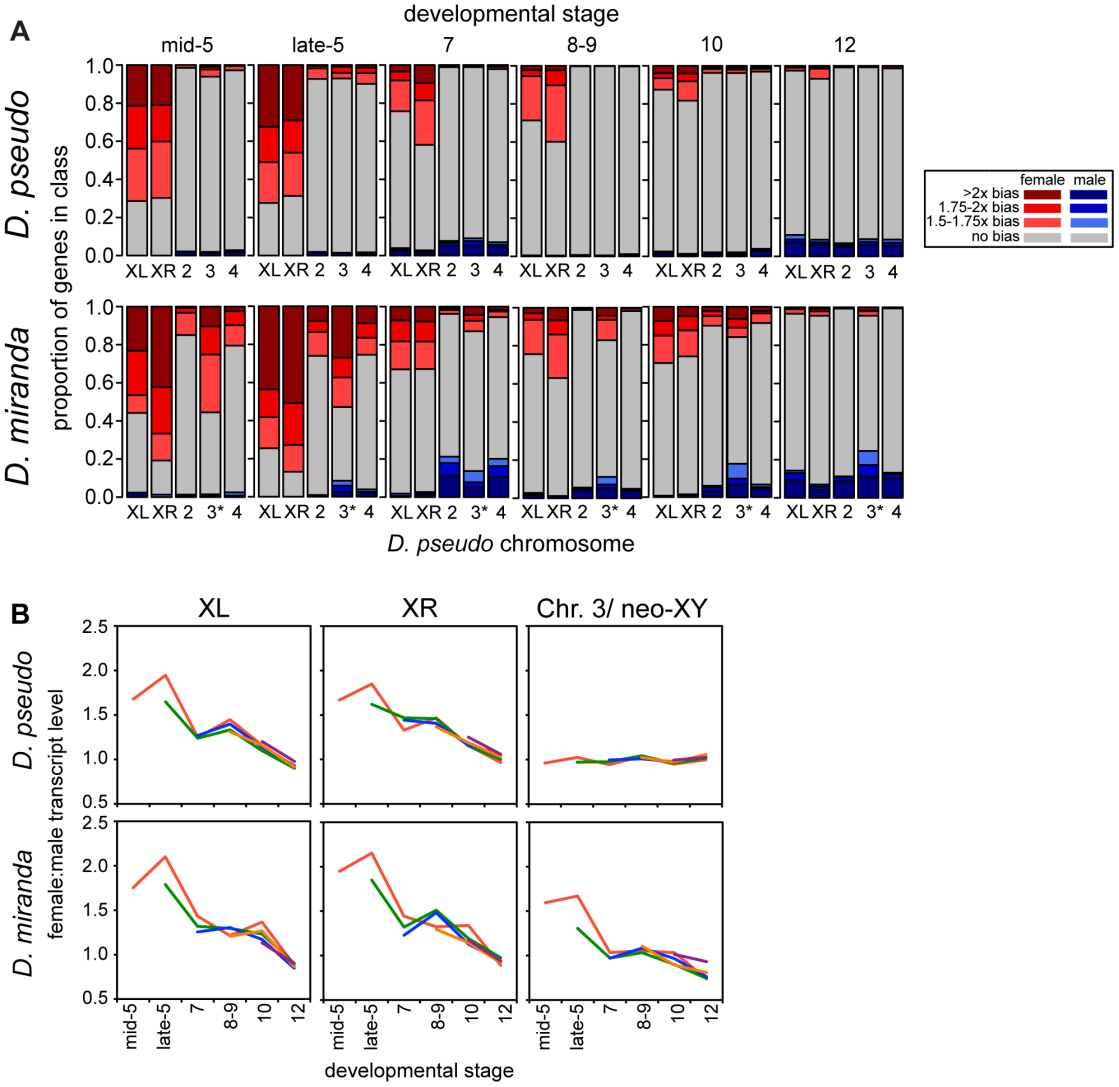
Onset of dosage compensation in *D. pseudoobscura* and *D. miranda*, on a genome-wide scale. A) Barcharts show proportions of zygotic genes in each sex-bias class, determined by the allele-specific zygotic definition, of female biased (shades of red), male biased (blue), and unbiased genes (grey), for each chromosome. *D. pseudoobscura* chromosome names were used, so the * is a reminder that this chromosome is the neo-XY in *D. miranda*, for this chromosome, reads from both the neo-X and neo-Y are included. As roughly half of the genes on the neo-Y are still producing transcript, this chromosome is currently a mix of genes that are hemizygous in males and those that have two functional copies, and perhaps unsurprisingly then, looks less female-biased than the ancestral X chromosomes. See Tables S5 and S7 for statistical analyses of the data in this figure. B) Female to male transcript ratio for genes grouped by when substantial zygotic transcription is first observed (see Methods for definition, lines are drawn originating in the stage where zygotic transcription is observed and indicated by color), show that the pattern of sex bias in expression is relatively constant within a stage, regardless of when genes become zygotically active.

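Zygotic genes on chromosomes 2 and 4 had a median female to male ratio of 1.24 at mid-stage 5 (282 genes) and 1.15 at late stage 5 (384 genes) in *D. miranda*. The *D. pseudoobscura* medians were 0.979 (492 genes) and 1.02 (823 genes). A Wilcoxon rank sum test over genes between the species gave p = 4.00e-30 at mid-stage 5 (n = 282 and n = 492 genes). At late stage 5 it gave p = 1.33e-12 (n = 384 and n = 823 genes). Over embryos, the difference in log2 ratio was 0.32 at mid-stage 5 (exact permutation test exchanging embryos between the species, p = 0.148) and 0.27 at late stage 5 (p = 0.47, exact permutation test). Both stages together, the sexes of *D. miranda* differed by 0.29 on the log2 scale (exact permutation test within stages, p = 0.0833). In *D. pseudoobscura* they differed by -0.00 (exact permutation p = 0.953). A single embryo decides much of each value: without *D. miranda* female 3 the mid-stage 5 ratio was 1.07, and without female 1 it was 1.34. The *D. pseudoobscura* ratio was 1.05 without mid-stage 5 female 2 and 0.897 without female 3. The late stage 5 difference between the species, 0.127, was 0.00805 without *D. miranda* male 3. Rescaling each embryo by its median over chromosomes 2 and 4 changed the mid-stage 5 ratio of *D. miranda* to 1.11. This draws the autosomal ratio toward 1 whatever lies behind it, so it cannot test the female bias. Defining zygotic genes by transcript level moved the late stage 5 difference most, to -0.110.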

Sex-biased expression is much less prevalent on the autosomes, but *D. miranda* does have a significantly higher female bias on the autosomes for the early stages of zygotic transcription (stage 5, see Tables S7 and S8). After these early stages, *D. miranda* autosomes lose their sex-bias, and if anything, become slightly male-biased. 

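Later medians on chromosomes 2 and 4 in *D. miranda* were 0.830 at stage 7, 0.928 at stage 8–9, 0.960 at stage 10 and 0.855 at stage 12. In *D. pseudoobscura* they were 0.972, 1.01, 0.969 and 1.00. For stages 7 and 8–9 together, the female minus male difference in *D. miranda* was -0.20 on the log2 scale (exact permutation test within stages, p = 0.08). At stage 12 it was -0.25 with an SD between embryos of 0.29, and the autosomal ratio was 1.10 without female 1 and 0.709 without female 3. The stage 7 ratio became 1.00 when each embryo was rescaled by its autosomal median. This rescaling draws the autosomal ratio toward 1 whatever lies behind it, so it cannot test the male bias.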

The increase in X-linked female bias might be promoting the significant female-bias on autosomes during the early developmental stages. For example, an uncompensated X-linked transcription factor could upregulate autosomal targets in females.

The gradual onset of dosage compensation could reflect the slow establishment of MSL-mediated dosage compensation chromosome-wide. Or, alternatively, it could be that the subset of genes expressed zygotically early in development are less likely to be dosage compensated throughout development. To examine this, we partitioned genes based on the stage at which they first meet our definition of being zygotically transcribed (see Methods). 

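Zygotic genes on XL and XR were grouped by the first stage at which they met the allele-specific definition, keeping groups of at least 10 genes. In *D. pseudoobscura*, the group first zygotic at mid-stage 5 had median ratios of 1.79 at late stage 5, 1.32 at stage 7, 1.41 at stage 8–9, 1.12 at stage 10 and 0.971 at stage 12. The group first zygotic at stage 7 had 1.33 at stage 7, 1.40 at stage 8–9, 1.14 at stage 10 and 0.954 at stage 12. Within a stage, the medians of the groups spanned 0.0926 on average. Over stages, the median of the mid-stage 5 group spanned 0.821. In *D. miranda* the corresponding ranges were 0.213 and 1.27. The *D. miranda* mid-stage 5 group had 2.15 at late stage 5, 1.43 at stage 7, 1.35 at stage 10 and 0.886 at stage 12. Its stage 10 group had 1.12 at stage 10. On chromosome 3, the ranges within and over stages were 0.172 and 0.921 in *D. miranda*, and 0.0558 and 0.0939 in *D. pseudoobscura*. Rescaling each embryo by the autosomal median moved the *D. miranda* range over stages on XL and XR most, to 0.916. No test was made across groups.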

We then compared the extent of compensation of these different groups of genes at identical timepoints, and found that they had similar temporal patterns of dosage compensation (Figure 3B). This suggests that compensation status is a stage-specific, and not gene-specific property, and that by whatever mechanism compensation is occurring, the effect is genome wide. In addition to the mean behavior per gene, we visualized the sex bias for each gene (Figure S3) over development, which demonstrates the same overall pattern, where the female bias of early zygotic X-linked genes decreases in concert over developmental stages.

How does this compare to our previous results for the pre-MSL early-zygotic period in *D. melanogaster*? In *D. melanogaster* roughly 20% of the genome is in sex chromosomes, in *D. pseudoobscura* it is 40% and 60% in *D. miranda* (though roughly half of the genes on the neo-X/Y are not truly hemizygous in males, as the neo-Y copies are likely still functional). When we compared the same developmental stage (late Stage 5) between *D. miranda*, *D. pseudoobscura* and *D. melanogaster* (using our earlier data described in [15]), *D. melanogaster* has the least female bias, and *D. miranda* the most (Figure 4, Figure S4 for different zygotic definition showing similar results). Comparing just the homologous X chromosome (X in *D. melanogaster*, XL in the other species), *D. melanogaster* is significantly less female-biased than either *D. pseudoobscura* or *D. miranda* (p<0.002, Wilcoxon rank sum test). The comparison between *D. pseudoobscura* and *D. miranda* for this same chromosome and stage is borderline significant (p = 0.05, Wilcoxon rank sum test), with *D. miranda* showing more female bias. 

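On XL at late stage 5, the median female to male ratio was 1.89 in *D. miranda* (n = 55 zygotic genes) and 1.77 in *D. pseudoobscura* (n = 165; Wilcoxon rank sum test over genes, p = 0.0574). Across embryos, the log2 difference between the species was 0.10 (exact permutation of embryos between the species within each sex, p = 0.775). Some alternatives carried the test over genes to the other side of 0.05 or turned the difference. A paternal share minimum of 30% gave a difference in medians of 0.325 and a minimum of 1 RPKM gave 0.163, in place of 0.120. Rescaling by the autosomal median gave -0.0615, and the definition of zygotic genes by transcript level gave -0.180. Without *D. miranda* male 3 the difference was 0.00611.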

The relatively low level of significance for this *D. pseudoobscura* and *D. miranda* comparison may be due to the relatively small number of genes on XL, as the XR comparison between *D. pseudoobscura* and *D. miranda* is significantly different (p = 2×10^−8^, Wilcoxon rank sum test) and the magnitudes of the differences in median are similar for XL and XR (1.7∶1.9x female bias for XL; 1.7∶2x for XR). 

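On XR at the same stage, the medians were 2.02 in *D. miranda* (n = 114 genes) and 1.69 in *D. pseudoobscura* (n = 267 genes; Wilcoxon rank sum test over genes, p = 1.27e-08). The log2 difference over embryos was 0.36 (exact permutation p = 0.275). Without *D. miranda* male 3, the difference in medians on XR was 0.0756, against 0.333 with all embryos, and without male 2 it was 0.598. The median over embryos in place of the mean gave 0.0864. The definition by transcript level gave -0.0973.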

As the X we are comparing between all three species is the ancestral X chromosome of all *Drosophila* species, the lack of dosage compensation in *D. pseudoobscura* and *D. miranda* is not simply a product of insufficient time to evolve dosage compensation.

**Figure 4:**
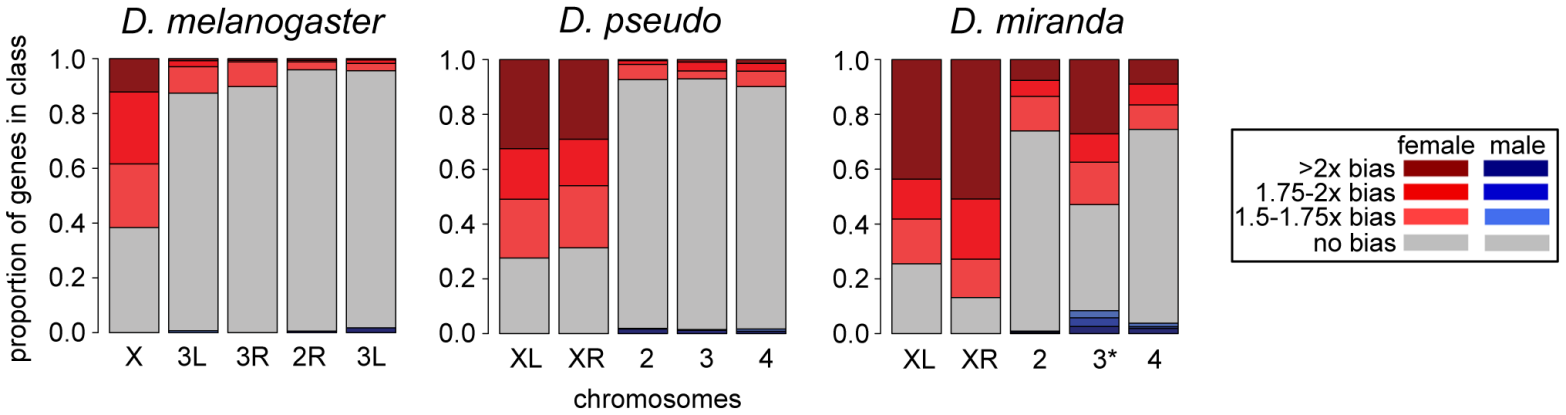
Sex-bias of transcripts in embryo at one timepoint across three species. Comparison of sex bias in transcripts for zygotically transcribed genes (using the allele-specific zygotic definition) in *D. pseudoobscura*, *D. miranda*, and *D. melanogaster*, at one stage (late stage 5, or the end of blastoderm) early on in development, before the activation of MSL-mediated dosage compensation. Chromosomes are in the same order for all species, *D. melanogaster* has only the ancestral X, *D. pseudoobscura* and *D. miranda* both have XL and XR, and *D. miranda* additionally has the neo-XY chromosome (indicated with 3*). The neo-XY levels shown include those from both the neo-X and the neo-Y in males, and as many of these genes on the neo-Y are still producing transcript in males, this chromosome appears to have less female bias than the ancestral X chromosomes.

To further explore the dynamics of dosage compensation onset, we examined transcript levels of zygotic genes (defined based on total expression levels, see Methods) in an allele-specific manner. 

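Zygotic genes were defined here by transcript level, as the methods describe for Figure 5: a mean under 5.0 RPKM at stage 2 and above 5.0 RPKM at a later stage. The level of the maternal allele was averaged over the 365 such genes with SNPs on XL and XR in *D. pseudoobscura* and the 267 in *D. miranda*. It is given as deposited, in reads of the allele per SNP scaled by the authors. At mid-stage 5 in *D. pseudoobscura* it was 15.3 ± 1.21 (SD, n = 4) in males and 12.6 ± 0.479 (SD, n = 2) in females, a male to female ratio of 1.21. At late stage 5 it was 13.1 ± 0.279 (SD, n = 3) and 12.4 ± 0.661 (SD, n = 3), a ratio of 1.05. *D. miranda* males and females had 17.3 ± 3.64 (SD, n = 4) and 13.9 ± 2.10 (SD, n = 2) at mid-stage 5, and 15.0 ± 2.66 (SD, n = 3) and 14.5 ± 3.79 (SD, n = 3) at late stage 5. The *D. miranda* ratios were 1.24 and 1.035. No male mean at stage 5 lay outside the 95% bootstrap interval over genes of the female mean. For both parts of stage 5 together, the log2 male minus female difference was 0.17 in *D. pseudoobscura* (exact permutation test within stages, p = 0.0233). In *D. miranda* it was 0.18 (exact permutation p = 0.33). Of the alternatives, leaving out the 5 genes with the highest levels turned the late stage 5 ratio in *D. pseudoobscura* to 0.944, and the median over genes gave 0.951. The late stage 5 ratio in *D. miranda* was 0.949 without female 2, 0.977 without female 1 and 0.951 without male 2.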

In the early stages of expression for zygotic genes, during stage 5, we observe that both the single male X and each of the two female X chromosomes have similar average transcript levels, indicating no dosage compensation for these stages, in contrast to what we have previously found in *D. melanogaster* [15]. While *D. melanogaster* showed some dosage compensation from the beginning of zygotic transcription, the average zygotic gene in *D. pseudoobscura* and *D. miranda* has no dosage compensation for several stages after the onset of zygotic transcription. The allele-specific transcript abundances show the onset of dosage compensation, as the single male X chromosome begins to have significantly more zygotic transcripts per gene than each of the two female X chromosomes (Figure 5, Table S9; also see Figure S5, Table S10 for a different zygotic definition). 

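At stage 7, the maternal X of *D. pseudoobscura* had a mean level of 15.2 ± 1.49 (SD, n = 3) in males and 10.8 ± 1.42 (SD, n = 3) in females. This male to female ratio of 1.41 was followed by 1.43 at stage 8–9 and 1.48 at stage 10. In *D. miranda* the ratio was 1.05 at stage 7, 1.44 at stage 8–9 with a single male, and 1.31 at stage 10 with a single female. For stages 7 and 8–9 together, the log2 difference was 0.50 in *D. pseudoobscura* (exact permutation test within stages, p = 0.005, the smallest possible) and 0.31 in *D. miranda* (exact permutation p = 0.08). The *D. miranda* stage 7 ratio was 0.972 without male 1 and 0.982 without female 3. Paternal alleles of XL and XR, which males lack, made up at most 0.544% of the allele-specific level in *D. pseudoobscura* males and at most 0.301% in *D. miranda* males.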

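At stage 12, the maternal allele on XL and XR had a mean level of 33.9 ± 9.17 (SD, n = 3) in *D. pseudoobscura* males and 15.9 ± 1.50 (SD, n = 3) in females, a ratio of 2.13. In *D. miranda* the levels were 28.1 ± 3.14 (SD, n = 4) and 14.1 ± 2.67 (SD, n = 2), a ratio of 1.99. Stages 10 and 12 together gave a log2 male minus female difference of 0.82 in *D. pseudoobscura* (exact permutation test within stages, p = 0.005, the smallest possible). The *D. miranda* difference was 0.69 (exact permutation p = 0.0133, also the smallest possible).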

By the end of this period of development, the male X is transcribed at twice the level of each female X in both species, indicating that dosage compensation has been fully established. This reduction in female bias over time is consistent with the predicted onset of MSL-mediated dosage compensation. We are likely observing the onset of zygotic transcription without dosage compensation followed by the onset of MSL-mediated dosage compensation in these species.

**Figure 5:**
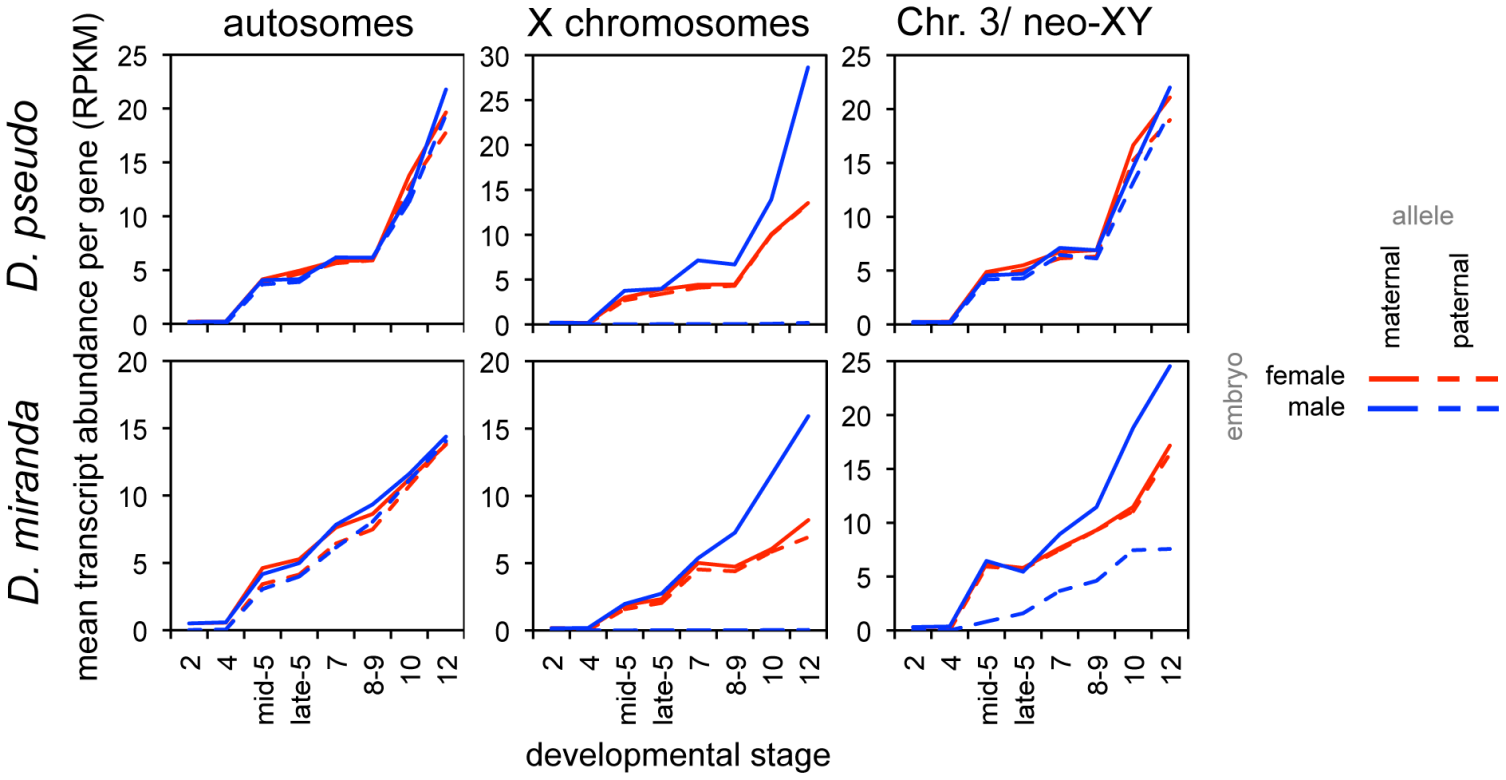
Onset of dosage compensation for zygotically transcribed genes, as revealed by allele-specific expression. Mean proportion of reads per gene attributable to the maternal and paternal alleles, in both female and male embryos, for zygotic genes (defined by transcript level, see Methods). While there are no significant differences in transcript level from the autosomes, the single male X begins to be transcribed at a higher level than either female X, resulting in compensation of chromosome dosage. Unlike *D. melanogaster* [15], these two species show several stages of zygotic expression with the male X having the same transcript abundance as the female Xs, indicating a period with, on average, no dosage compensation (the *D. melanogaster* study was of a tighter distribution of stages, and ended at late stage 5).

There are differences in the timing of onset of dosage compensation in the two species. For an average zygotic gene, the single maternally derived X chromosome in males has a significantly higher transcript level than the maternal X in females (with the mean level for males falling outside the 95% bootstrap confidence interval for the female mean for both XL and XR) at stage 7 in *D. pseudoobscura*, whereas this is observed later in *D. miranda*, between stages 8 and 9 (Table S9, S10). 

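On XL at stage 7, the *D. pseudoobscura* male mean of 11.7 lay outside the 95% bootstrap interval over genes of the female mean, 3.78 to 10.3 around 6.61. On XR the male mean of 17.2 lay inside the female interval of 8.32 to 19.4. At stage 8–9 in this species, the male means of 10.57 on XL and 15.6 on XR lay inside the female intervals of 4.05 to 10.76 and 7.00 to 16.3. Each arm on its own was outside at stages 10 and 12. For both arms combined, the male mean was outside at stage 7, 8–9, 10 and 12. It was inside at stage 7 without female 1, female 2 or male 2, where the male to female ratio was 1.32, 1.41 and 1.33, and with genes zygotic in both species (1.48). At stage 8–9 it was inside without male 1, with a ratio of 1.32. In *D. miranda*, the male means at stage 8–9 of 26.5 on XL and 21.3 on XR lay inside the female intervals of 7.53 to 36.7 and 8.65 to 21.7. The male mean of both together passed the female interval in this species at stage 12 alone. Some other definitions moved this point to stage 8–9 in *D. miranda*. With a stage 2 maximum of 1 RPKM, the stage 8–9 ratio was 1.47 and the male mean was outside the female interval, as it was without the 5 highest genes, with a ratio of 1.55. Without female M3 the ratio was 1.56 and the male mean was outside as well. Genes under 5.0 RPKM at stages 2 and 4, a setting chosen after seeing the data, put XL and XR each outside at stage 7 in *D. pseudoobscura*, with ratios of 1.70 and 1.50. From the difference in stage, the paper proposes that dosage compensation begins at different times in the 2 species, which its Discussion calls a potential difference. Whether the species differ in this was not tested.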

Again, the delay in onset of zygotic transcription in *D. miranda* may contribute to this result, though we do not believe that the delay in zygotic transcription creates an offset equivalent to an entire stage between the species (see above). There are no significant differences between transcript abundances of autosomes by this same method.

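For zygotic genes on chromosomes 2 and 4, the maternal allele's male to female ratio lay between 0.887 (stage 10) and 1.06 (mid-stage 5) in *D. pseudoobscura* for 561 genes. In *D. miranda* it lay between 0.956 (stage 12) and 1.12 (mid-stage 5) for 453 genes. At no stage in either species was the male mean outside the bootstrap interval of the female mean. The exact permutation p over embryos was at its smallest possible value, 0.1, at late stage 5 in *D. pseudoobscura*, where the ratio was 0.904. On chromosome 3 in *D. pseudoobscura*, an autosome in this species, no male mean was outside either, with ratios between 0.886 and 1.06.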

### Comparing Embryonic Dosage Compensation To Msl Binding Data

We had hoped to use our expression data and chromatin immunoprecipitation sequencing (ChIP-seq) data for MSL binding in *D. miranda* larvae [33], to observe the process of MSL-mediated dosage compensation being established in physical space along the chromosome. The MSL complex is thought to bind initially at high affinity or chromatin entry sites (HAS or CES; [39],[40]), and subsequently spread along the chromosome [10]. We first asked if compensated or uncompensated genes were closer together than we would expect by chance. There was no detectable signal of this, when we took into account that zygotic genes are themselves closer than expected (see Methods). We then examined genes based on their proximity to predicted HAS in *D. miranda* [33], and found that genes that were closer to HAS were no more likely to be compensated than those further away (see Methods), at any stage. We also examined the average H4K16ac enrichment per gene from ChIP-seq data in *D. miranda* larvae [33], and found that by stage 12, genes that were dosage compensated in the embryo were significantly more likely to be enriched for H4K16ac than non-compensated genes (with both sets falling outside the 95% bootstrap confidence intervals of the other category, see Table S11). This is consistent with genes compensated by stage 12 in our embryo data being targets of the MSL complex. Interestingly, at the earliest stage of widespread zygotic expression, mid-stage 5, we find that genes that are compensated in our data are significantly less likely to be enriched for H4K16ac in larvae than uncompensated genes (see Table S11, for bootstrap confidence intervals). This suggests that the small numbers of compensated genes found during this period are not compensated later by MSL, or are not being transcribed in the larval stage, and perhaps then have distinct compensation mechanisms. While we are able to observe the effects on gene expression before or after the onset of MSL-mediated dosage compensation, we are unable with this data to observe the process of establishing the MSL compensation mechanism (e.g. we do not find that genes that are compensated early during the establishment of MSL are nearer HAS sites). Perhaps we do not have appropriate time resolution of samples during this time period, or perhaps the genes targeted by MSL are largely different in embryos than they are in larvae. More mechanistic studies of the onset of MSL-mediated dosage compensation in a developmental context are needed.

### Dosage Compensation And The Age Of The X Chromosome

In examining zygotic X chromosomal gene expression in *D. pseudoobscura* and *D. miranda*, we can compare X chromosomes of three evolutionary ages: XL, the X ancestral to all *Drosophila* species; XR, which arose ∼15 MYA; and the neo-X in *D. miranda*, which arose 1–1.5 MYA.

Chromosome XR has been shown in previous studies to possess all the properties of an X chromosome, and in many ways it is indistinguishable from the ancestral X [20],[21],[33]. Our findings for transcript levels for both female and male embryos for the developmental periods both prior to and during the onset of MSL-mediated dosage compensation support this conclusion.

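The median female to male ratios of XL and XR in *D. pseudoobscura* were 1.65 and 1.66 at mid-stage 5, 1.26 and 1.42 at stage 7, 1.35 and 1.43 at stage 8–9, 1.15 and 1.19 at stage 10 and 0.936 and 1.01 at stage 12. Wilcoxon rank sum tests over genes, with Benjamini-Hochberg adjustment over 12 comparisons in both species, gave adjusted p = 0.988 at mid-stage 5 (n = 100 and n = 153 genes). The adjusted p was 2.49e-06 at stage 7, 9.12e-06 at stage 8–9, 0.00319 at stage 10 and 1.22e-08 at stage 12. In each of these later stages XR had the higher ratio. In *D. miranda* the medians were 1.63 and 1.93 at mid-stage 5 (n = 44 and n = 79 genes, adjusted p = 0.00425) and 1.32 and 1.33 at stage 7 (adjusted p = 0.981). They were 1.26 and 1.36 at stage 8–9 (n = 252 genes on XL, adjusted p = 0.00133), 1.20 and 1.17 at stage 10 (adjusted p = 0.573) and 0.876 and 0.933 at stage 12 (adjusted p = 9.12e-06). At late stage 5 the arms did not differ in either species (adjusted p = 0.481 in each, n = 165 and n = 267 genes in *D. pseudoobscura*, n = 55 and n = 114 in *D. miranda*). Genes are not independent replicates, and the arms of one embryo share its library.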

The dosage compensation status of the neo-X chromosome is more complicated to assess, as the neo-Y chromosome still possesses functional copies of many genes (about half of the genes, [30]). When we combine reads from the neo-X and neo-Y (which we refer to as neo-XY) to count total transcripts in males for each gene, we find that it is better compensated at early stages than either of the older X chromosomes (Figures 3A, 3B, 4). This result is potentially due to retained transcription of neo-Y copies of genes.

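With neo-X and neo-Y reads combined, the median female to male ratio of chromosome 3 in *D. miranda* was 1.56 at mid-stage 5 for 136 genes, 1.59 at late stage 5, 0.977 at stage 7, 1.07 at stage 8–9, 0.963 at stage 10 and 0.848 at stage 12. For mid and late stage 5 together, the log2 difference between the sexes was 0.67 (exact permutation test within stages, p = 0.01). For stages 7 and 8–9 it was 0.02 (exact permutation p = 0.92). Wilcoxon rank sum tests over genes between chromosome 3 and the X arms together gave p = 4.92e-08 at mid-stage 5 (n = 136 and n = 123 genes), 7.43e-10 at late stage 5 and 4.54e-30 at stage 7. One mid-stage 5 male, labelled F2, had no neo-Y level above that seen in females. Without it, the mid-stage 5 ratio was 1.69. At stage 12 the ratio was 1.09 without female 1 and 0.675 without female 3. In *D. pseudoobscura*, where chromosome 3 is an autosome, its ratio stayed between 0.969 and 1.027. Its ratio at mid-stage 5 was 1.04 without female 2.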

To distinguish whether the compensated genes on neo-XY are due to neo-Y transcription or due to a better-compensated neo-X, we again examined our allele-specific data to distinguish neo-Y reads from neo-X reads (see Methods). 

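The neo-Y and neo-X levels of *D. miranda* males were averaged over 216 genes of chromosome 3 that are zygotic by transcript level and have SNPs between the neo-X and the neo-Y. The neo-Y to neo-X ratio was 0.155 ± 0.125 (SD, n = 4) at mid-stage 5, 0.256 ± 0.0208 (SD, n = 3) at late stage 5, 0.349 ± 0.0189 (SD, n = 3) at stage 7 and 0.393 in the single male of stage 8–9. It was 0.365 ± 0.0147 (SD, n = 4) at stage 10 and 0.329 ± 0.0193 (SD, n = 4) at stage 12. The neo-Y level was the lower one in every male. In females, reads assigned to the neo-Y came to between 0.00122 and 0.00323 of the neo-X level. One mid-stage 5 male, labelled F2, had a ratio of 0.00177, within the range of the females. Without it the mid-stage 5 ratio was 0.252. Using only genes that are zygotic in both species moved the stage 8–9 ratio most, to 0.512.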

We find generally lower levels of transcripts from the neo-Y (Figure 5, dashed blue line) compared to the neo-X (Figure 5, solid blue line). Additionally, there is a striking pattern of the single neo-X in the male showing a higher mean transcript level than either neo-X in the female (Figure 5). 

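The mean level of the single neo-X in males was divided by that of each neo-X in females, which is the summed level of both copies divided by 2. This ratio was 1.18 at mid-stage 5, 1.12 at late stage 5, 1.31 at stage 7, 1.26 at stage 8–9, 1.62 at stage 10 and 1.52 at stage 12. The levels at stage 12 were 29.1 ± 2.00 (SD, n = 4) in males and 19.2 ± 3.90 (SD, n = 2) in females (exact permutation test, p = 0.0667, the smallest possible). The male mean lay outside the 95% bootstrap interval over genes of the female mean at stages 10 and 12. Without the mid-stage 5 male labelled F2, which had no neo-Y level above that in females, the mid-stage 5 ratio was 0.960. The late stage 5 ratio was 0.972 without the 5 genes with the highest levels.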

The higher transcript level from the single male neo-X is similar in its temporal pattern to the compensation we see on the evolutionarily older X chromosomes. Thus, consistent with studies in larvae and adults [20],[31]–[33], the neo-X in *D. miranda* is to some degree dosage compensated at later stages, presumably through the onset of MSL-mediated compensation.

When determining compensation status of a gene on the neo-XY, we must consider whether the neo-Y copy of the gene is functional. Transcripts are often produced whether the gene is capable of making a functional protein or not, in some cases then, total transcript level is not an accurate measure of functional dosage compensation. A previous study [30] classified genes on the neo-Y as having an intact or disrupted open reading frame (ORF). The ORF disruptions are due to frameshift mutations, premature stop codons, or sizable deletions, and thus make the neo-Y copy of the gene unlikely to make a functional protein. It is these genes that are likely to be, on the functional level, truly hemizygous in males, and thus in need of compensation. When we ask specifically about compensation in genes with or without intact ORFs, we find that both are equally well compensated, both early and late in embryogenesis (Figure 6A, Wilcoxon test p-values in Table S12). Thus, dosage compensation of any gene on the *D. miranda* neo-X in the embryo is generally uncorrelated with the neo-Y status of that gene (Figure 6A). This observation is consistent with findings from more mechanistic studies of the degradation and down-regulation of the neo-Y and acquisition of MSL dosage compensation on the neo-X, where the two processes appear to be independent from one another and primarily driven by the ancestral background chromatin state of the neo-sex chromosome [41].

**Figure 6:**
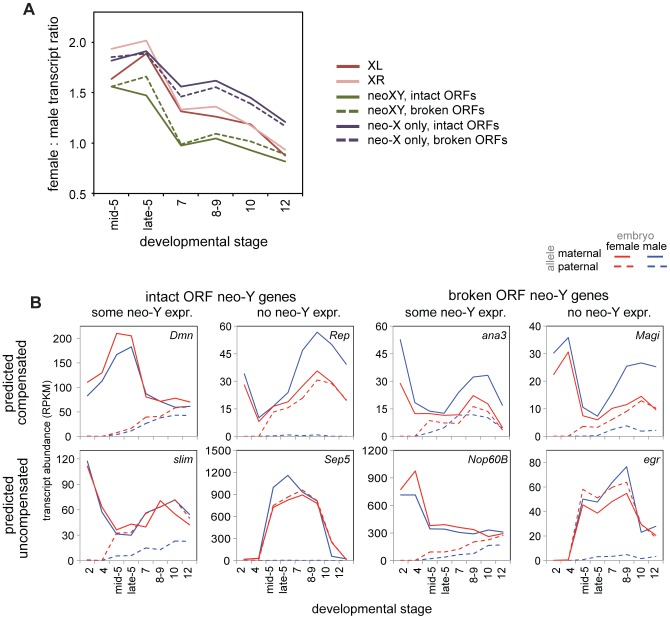
The neo-XY of *D. miranda* and the evolution of dosage compensation in the embryo. A) Female to male transcript ratios over stages for zygotic genes (allele-specific definition, see Methods) on the neo-XY (with transcripts from both the neo-X and neo-Y included), and for just the neo-X, both broken down by whether the neo-Y copy of that gene is predicted to be functional (intact ORF) or non-functional (broken ORF). See table S12 for Wilcoxon p-values comparing chromosomes over stages. B) Example genes from the neo-XY, with allele-specific transcript abundances. Every combination of predicted functionality of the neo-Y (with the assumption that genes with intact ORFs are functional, genes with broken ORFs are nonfunctional), contribution of neo-Y transcript, and predicted compensation status (relative to the predicted functionality of the neo-Y copy of the gene) is observable.

This is apparent on a gene-by-gene level as well, for we observe genes with all combinations of predicted functionality, contribution of neo-Y transcription, and compensation status (Figure 6B). 

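Transcript levels of the example genes of Figure 6B were looked up in *D. miranda*; 7 of them are listed, and Sep5 is not. Whether the neo-Y copy of a gene is intact was not analysed here. At late stage 5, slim (FBpp0278202-D1) had 49.8 ± 7.16 RPKM (SD, n = 3) in females and 22.2 ± 8.905 (SD, n = 3) in males. This is a log2 fold change of 1.19 (standard error 0.23, adjusted p = 0.00219 from limma with Benjamini-Hochberg adjustment), with the males' neo-Y level at 0.198 of their neo-X level. Rep (FBpp0277744-D1) had 30.6 ± 3.14 (SD, n = 3) and 17.5 ± 3.41 (SD, n = 3), a log2 fold change of 0.79 (standard error 0.24, adjusted p = 0.0376 from limma), and a neo-Y to neo-X ratio of 0.0341. Dmn (FBpp0278394-D1) had 137.3 ± 4.13 (SD, n = 3) and 142.0 ± 10.8 (SD, n = 3) with a neo-Y to neo-X ratio of 0.0624, and its log2 fold change was -0.05 (adjusted p = 0.879 from limma). The log2 fold changes of ana3, egr, Magi and Nop60B were 0.93, 1.04, 0.81 and 0.20, with adjusted p of 0.0733, 0.102, 0.258 and 0.412 from limma. Their neo-Y to neo-X ratios were 0.374, 0.0650, 0.0395 and 0.110. The limma p-values rest on a spread shared by all stages. Between *D. miranda* embryos of a sex, the SD of the log2 score on XL and XR was 0.35 at late stage 5 and 0.05 at stage 7. The number of genes called at late stage 5 fell from 762 to 164 without male 3, and the p-values of single genes share that limit. At stage 12 none of the 7 genes differed between the sexes (smallest adjusted p 0.254 from limma, Dmn). The neo-Y to neo-X ratio at stage 12 ranged from 0.00276 (Rep) to 0.693 (Dmn).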

Were degradation of the neo-Y coordinated with the acquisition of dosage compensation, we would expect an overrepresentation of genes with disrupted ORFs amongst the compensated genes. Instead, we observe genes with disrupted ORFs who have not acquired dosage compensation, genes with intact ORFs who retain neo-Y transcripts who are precociously dosage compensated (as genes with functional neo-Y copies are not in need of dosage compensation), as well as every other combination (Figure 6B).

Ultimately, to investigate how hemizygous genes in males on the neo-X are compensated in *D. miranda*, we must examine only neo-X transcript levels from genes with non-functional neo-Y ORFs. When we examine transcript levels from just the neo-X over developmental time (Figure 6A), we observe a significant difference between the neo-X and the two older X chromosomes (Wilcoxon test, almost all comparisons significant at p<0.05, see Table S12). 

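Taking the neo-X alone, the level of both neo-X copies in females was set over that of the single neo-X in males for zygotic genes with SNPs between the neo-X and the neo-Y. Wilcoxon rank sum tests over genes against XL gave p = 0.244 at mid-stage 5 (n = 125 neo-X genes) and p = 0.926 at late stage 5 (n = 148). From stage 7 they gave 3.60e-09 (279 genes), 1.29e-27 at stage 8–9 (383), 6.42e-07 at stage 10 (469) and 5.84e-64 at stage 12 (638). Against XR the p-values were 0.00547 at mid-stage 5, 0.325 at late stage 5, 4.17e-10 at stage 7, 2.86e-17 at stage 8–9, 2.43e-10 at stage 10 and 3.20e-50 at stage 12. The mid-stage 5 tests include the male labelled F2, which had no neo-Y level above that in females. Without it, the neo-X ratio rose from 1.82 to 2.24. With all embryos the medians were 1.63 on XL and 1.93 on XR, so the direction against XR at this stage may rest on that male. Genes are not independent replicates. Genes with intact and with broken neo-Y ORFs were not separated here.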

In the earliest stages of zygotic transcription, XL, XR, and the neo-X are similarly female biased in *D. miranda*; as early as stage 7, female bias begins to decrease in XL and XR relative to the neo-X. Through later stages, the neo-X decreases along a similar trajectory to XL and XR, but is always ∼0.25x more female biased. This suggests that early zygotic expression is similarly compensated (i.e. a lack of compensation) between all of the *D. miranda* X chromosomes, but that the *D. miranda* neo-X has less effective (presumably MSL-mediated) dosage compensation at later stages. This is consistent with findings in larvae, where only about half as many genes are dosage compensated by MSL on the neo-X as compared to XL or XR [33].

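The median female to male ratio of the neo-X alone was 1.82 at mid-stage 5, 1.90 at late stage 5, 1.55 at stage 7, 1.63 at stage 8–9, 1.43 at stage 10 and 1.20 at stage 12. It exceeded the median of XL by 0.188 and 0.0135 in the first 2 of these stages, and then by 0.227, 0.366, 0.231 and 0.326. Against XR the difference was -0.114 at mid-stage 5 and -0.120 at late stage 5, and 0.214, 0.264, 0.256 and 0.268 from stage 7 to stage 12. At mid-stage 5 the ratio was 2.24 without the male labelled F2, which had no neo-Y level above that in females, and 1.59 without female 3. The XR median with all embryos, 1.93, lay between these values. Multiplying the males' total level by the neo-X share of their neo-X and neo-Y reads, a setting chosen after seeing the data, gave 1.88, 2.08, 1.43, 1.52, 1.37 and 1.14 for the same stages. With it, the late stage 5 difference against XR turned to 0.0609. At mid-stage 5 that against XR was -0.0547, and the Wilcoxon p over genes went from 0.00547 to 0.0788. From these differences, the paper proposes that the neo-X is as uncompensated as the older X chromosomes at first and less effectively compensated later.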

## Discussion

In this study, we examine sex-specific transcript abundance across embryonic development, both before and after the onset of MSL-mediated dosage compensation. We find significant differences between species in the period prior to the onset of MSL-mediated compensation, where we had previously demonstrated in *D. melanogaster* that roughly half of zygotically expressed genes on the X chromosome are fully compensated. Conversely, for *D. pseudoobscura* and *D. miranda*, we find a general lack of compensation for X chromosomal genes during this pre-MSL period. We have also provided evidence for a delay in the onset of the later, more effective, MSL-mediated dosage compensation in *D. miranda* relative to *D. pseudoobscura*.

The difference we have demonstrated in the effectiveness of compensation during the period of early zygotic expression is striking. X-linked genes in *D. melanogaster* genes have, on average, some degree of dosage compensation from the very beginning of zygotic expression, with the single male X having a higher transcript abundance than either single female X [15]. In contrast, genes in *D. pseudoobscura* and *D. miranda* male embryos have on average no dosage compensation until after gastrulation (or later in *D. miranda*), as the single male X has an average transcript level that is exactly the same as either one of the two female Xs, indicating that transcript level is entirely proportional to gene copy number (Figure 5). This indicates that either *D. pseudoobscura* and *D. miranda* lack a mechanism or some set of mechanisms that *D. melanogaster* possesses, or that the mechanism(s) are overwhelmed by the number of X-linked genes in the former two species.

The average level of early zygotic dosage compensation we observe in *D. melanogaster* embryos [15] is consistent with studies on changes in dosage of autosomal genes [42]. In flies heterozygous for autosomal deficiencies of varying size, the mean transcript level of single copy genes is approximately 1.5x (where 2x is the expression level of two copy autosomal genes), although there is considerable variance around this level for individual genes [43]–[46]. In *D. melanogaster*, we also found the female to male ratio for genes on the X chromosome for the early zygotic stages (Stage 5, mitotic cycle 14) was on average, 1.5x [15]. This raises the possibility that both early zygotic X and autosomal aneuploidy dosage compensation might be due to a general mechanism that recognizes aneuploid genomic regions in *D. melanogaster* and compensates the expression of included genes, or that homeostatic mechanisms in some or all gene networks respond to abnormal levels of transcription by altering regulation of parts of the network [44],[46].

However, in this study, we observe an average female to male ratio of 1.8x in *D. pseudoobscura* and nearly 2x in *D. miranda* for genes on XL and XR at these developmental stages, which is not consistent with the autosomal level of compensation for differences in gene dose observed in *D. melanogaster*. It is then possible that these species vary in their capacity to compensate for dosage differences in all stages or chromosomes, which could be tested by doing similar autosomal dose variation studies in species of the *D. pseudoobscura* lineage to those cited above for *D. melanogaster*. 

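As a mean over genes in place of the median, the female to male ratio of XL and XR was 1.77 at mid-stage 5 and 1.79 at late stage 5 in *D. pseudoobscura*. The *D. miranda* means were 2.04 and 2.19.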

Or, it may be that the mechanism(s) responsible for X dosage compensation at the early zygotic stage of development is overwhelmed by the much larger number of genes that are present in a single copy in males of these species with many more X-linked genes.

There is precedence for a limit of the number of genes that can be dosage compensated, also from the autosomal studies in *D. melanogaster*. In a classic 1972 paper, Lindsley et al. showed that *D. melanogaster* can tolerate single-copy deletions of roughly 1% of the genome (1.5 Mb), and 3% is usually lethal [47]. The deficiencies described by [44],[48] are smaller than 1 Mb, and thus less than 1% of the genome. Additional studies have suggested that with increasing size of deletion, the additive effects of changing the dosage of an increasing number of individual genes results in the collapse of gene networks [44],[49], which could be responsible for the lethality in these animals. The X chromosome, at roughly 1/5 of the genome in *D. melanogaster* already exceeds the 3% viability threshold suggesting that the mechanism(s) conferring autosomal dosage compensation may not be the source of early zygotic dosage compensation in *D. melanogaster*. Additionally, these studies show that mechanism(s) that compensate for difference in gene dosage may have difficulty when the number of genes that are hemizygous increase, perhaps as with our species with larger numbers of X-linked genes.

We have observed both a difference in early zygotic dosage compensation, and potentially a difference in timing of onset of MSL-mediated dosage compensation. Both findings are consistent with dosage compensatory mechanisms being overwhelmed in species where a larger percentage of the genome is held in sex chromosomes. Or, these findings may be explained by a lineage specific gain or loss of early zygotic dosage compensation mechanism(s). Additional studies of both the early zygotic stages and the onset of MSL-mediated compensation, with additional species of varying karyotype, are needed to distinguish between these possibilities. With transcript profiles of these stages from a number of additional species, we should be able to determine if there is a correlation between the effectiveness of compensation and the proportion of the genome held in sex chromosomes, or alternatively identify the point on the Drosophila phylogeny when the early zygotic dosage compensation phenotype was either gained or lost.

Whatever the mechanistic basis of the difference in dosage compensation, additional studies are also needed to address the next obvious question: are there consequences of these differences in effectiveness of early zygotic dosage compensation and timing of the onset of MSL-mediated compensation? One could imagine several different outcomes. It could be that these (and other) species with less effective early dosage compensation or later onset of MSL-mediated dosage compensation will result in sex-specific phenotypic effects, and greater degrees of sexual dimorphism. Or, the inherent robustness of developmental systems will result in sex-specific differences in transcription having limited or no phenotypic effect on some or many developmental phenotypes. While many developmental processes have steps that are concentration-dependent, for example the number of transcription factor molecules in a particular space, it is exactly these kinds of processes that have been demonstrated to be the most robust to genetic, environmental, and stochastic variation. Understanding the developmental consequences of the variation in sex chromosome dosage will be critical to understanding how different mechanisms of dosage compensation evolve.

## Methods

### Fly Lines, Imaging, And Sample Acquisition

Flies were raised on standard media at 18°C (preferred temperature of these species). Virgin females of the *D. miranda* MSH22 line were crossed to *D. miranda* SP138 males, and *D. pseudoobscura* Flagstaff 14 virgin females were crossed to *D. pseudoobscura* PP1134 males. Eggs were collected from these crosses, with mothers being between 5–10 days old, and numerous enough (hundreds) to minimize chances of multiple sample embryos coming from a single mother. After collection, eggs were dechorionated, placed on a slide in halocarbon oil, and visualized using light microscopy with a DIC filter on a Nikon Eclipse 80i microscope, with a Nikon DS-UI camera, and the NIS Elements F 2.20 software. Morphological features were used to collect embryos from stages 2, 4, mid stage 5, late stage 5, stage 7, the threshold between stages 8 and 9, stage 10, and stage 12, for a total of 8 stages. Embryos were then moved from the slide, cleaned from excess oil, and placed in a drop of TRIzol reagent (Invitrogen) within a minute or less of imaging. Embryos were then ruptured with a needle, allowed to dissolve, and moved to a tube with more TRIzol reagent, which was then frozen at −80C until extraction.

### Rna Extraction, Genotyping, Sequence Library Preparation

RNA and DNA extraction from single embryos was done with TRIzol (Invitrogen) reagent according to manufacturers protocol, except with a higher volume of reagent relative to the amount of material (i.e. starting with 1 mL of TRIzol despite expecting very small amounts of DNA and RNA). Extracted DNA was amplified using the Illustra GenomiPhi V2 DNA Amplification Kit (GE Healthcare), and genotyping for sex was performed with PCR. *D. pseudoobscura* samples were genotyped by using Y specific primers described in Carvalho and Clark, 2005 [22], as well as from primers developed to distinguish X chromosomes in the two *D. pseudoobscura* lines (Flagstaff 14 and PP1134): pse_XX_L TGCTAAACATAATCAAGAGCGGCATCA pse_XX_R TTCCCAAGCTAGACGGACAACAGAAAC. For the *D. miranda* lines, we used two different sets of primers designed to distinguish the neo-X from the neo-Y, (mir_neoXY_1_L TGACTTACTGCTCACCATTGGCACACT, mir_neoXY_1_R TTGCTGGAATGAGTACGCATAGCCTCT; mir_neoXY_2_L GACCAGCATAAGTTCCCAAGGAGGAGT, mir_neoXY_2_R AATGACTGGGCAACTGTTTAACTTCA. From each species, 3 females and males were chosen for each of the 8 stages, resulting in 48 samples. The genotyping assay was imperfect, resulting in a few stages with differing numbers of males and females, the samples and their properties are listed in table S1. Extracted RNA was treated with TurboDNase (Ambion), mRNA-Seq library preparation was performed with Illumina TruSeq RNA kits, and samples were indexed to run 12 samples per sequencing lane, and sequenced on an Illumina HiSeq sequencer.

### Data, Snp Calling, Allele-Specific Rna-Seq

Reads from each RNA-Seq sample were mapped to either the *D. pseudoobscura* genome (Flybase release 2.25) or the *D. miranda* genome (http://www.ncbi.nlm.nih.gov/genome/10915), using Bowtie and Tophat, and transcript abundances for annotated RNAs were called by Cufflinks. Data from each sample were normalized so that the total expression (reads per kb of sequence, per million mapped reads; RPKM) of autosomal genes (chromosomes 2 and 4) was constant. Analysis was also performed with normalization in *D. pseudoobscura* to all the autosomes in this species (chromosomes 2, 3, and 4), as well as normalization to total read number rather than autosomal levels, all the normalization procedures we explored produced the same results relative to the X and neo-X chromosomes.

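Besides the authors' scaling, each embryo was rescaled to the sum of all genes, or by its median ratio to the stage mean over genes of chromosomes 2 and 4. The median female to male ratio on XL and XR at late stage 5 was 1.66 in *D. pseudoobscura* and 1.92 in *D. miranda* after rescaling to the sum of all genes. At stage 12, that scaling gave 0.944 and 0.909. Rescaling by the median gave 1.028 in *D. miranda* at stage 12. At mid-stage 5 the *D. miranda* ratio was 1.77 with the sum and 1.63 with the median, against 1.62 and 1.68 in *D. pseudoobscura*. At this stage the sum kept the order of the species under the authors' scaling, and the median, which is not among the scalings the paper names, did not. The stage 7 ratio in *D. miranda* was 1.28 with the sum and 1.58 with the median, against 1.26 and 1.36 in *D. pseudoobscura*. The authors' scaling gave 1.32 in *D. miranda* and 1.34 in *D. pseudoobscura* there. At stage 8–9 the *D. miranda* ratios were 1.28 and 1.40.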

SNPs were called from genomic DNA in both *D. pseudoobscura* lines and both *D. miranda* lines by aligning reads using Bowtie 2 (2.0-beta5, [50]), and using both Samtools (0.1.18, [51]) and GATK's Unified Genotyper [52],[53], and combining the SNPs called by these different methods using GATK. Called SNPs were kept only in the case where they were homozygous within both lines and differed between lines. Parameters were generally set to be permissive, as only SNPs that were covered and validated by RNA-Seq reads were used for allele-specific RNA-Seq analysis. SNPs between the neo-X and neo-Y chromosomes in *D. miranda* were obtained from aligning reads between neo-X and neo-Y with SOAPaligner (v2.21), and calling SNPs with SOAPsnp (v1.03), the SNPs were further filtered by the number of reads (>3 unique reads) supporting their existence. Methods for determining the predicted functionality of the neo-Y genes are detailed in [30]. To examine the percentage of genes with SNPs in our dataset, since only SNPs covered by reads were used, we first calculated the proportion of genes with at least one read (referred to in the Results as expressed genes), and determined the proportion of genes with SNPs compared to this total number of expressed genes.

We identified all RNA-Seq reads overlapping SNPs that varied between strains, and counted the frequencies of reads that can be attributed to the maternal or paternal allele (using a custom python script). All maternal or paternal reads for each SNP per gene are combined, and divided by the number of SNPs per gene.

All sequencing reads and processed data files used for analysis have been deposited in NCBI/GEO under accession number GSE53483 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53483).

### Determining Zygotic Transcripts, Female To Male Transcript Ratios

All analysis was performed in R (version 2.15.2, [54]). We used two definitions of zygotic genes, each determined for each species separately. One was based on the allele specific data (allele-specific definition), and determined which genes were zygotically expressed on a stage by stage basis, this required that the gene be above a minimum read level (>5 RPKM) and the paternal allele was greater than 40% of total transcript level (maternal+paternal reads), this is used in Figures 3, 4 and 6. As males only had one allele for X chromosomal genes, we used the females to determine zygotic genes. We also used (but only show here in Figure 5) a definition of zygotic genes (transcript level definition) that simply required the gene to not have any maternal deposition (<5 RPKM at stage 2) and have read numbers >5 later in subsequent stages. Both of these methods had advantages, the allele specific definition is stage and species specific, and allowed for more genes to be counted as zygotic in later stages, as genes with maternally deposited mRNAs transitioned to zygotic transcription. The transcript level method allowed for more genes to be counted as it was based on total transcript level, and not necessary to have allele-specific data for that gene. We chose to use the transcription zygotic definition for Figure 5, because it avoids the circularity of conditioning an allele specific result on an allele-specific definition of zygotic activity. For Figure 2B, the percent of zygotic transcript was determined from the mean proportion of transcript attributable to the maternal and paternal allele per gene, depicted levels come from female embryos (due to the paternal allele on the X chromosome not being present in males). We determined the onset of transcription for individual genes (Figure 3B) by identifying the first stage they met our stage-specific definition of zygotic transcription. Female to male ratios of transcript abundance were determined for each developmental stage for those genes whose means across both females and males were above 5 RPKM. Figures 3, 4 and 6, show female to male ratios for various chromosomes, groups of genes, stages, and species, for allele-specifically determined zygotic genes. Keeping these definitions constant produced a slightly different graph for *D. melanogaster* in Figure 4 than previously published [15].

### Compensation In Space

To understand whether compensated genes were physically clustered on chromosomes, we calculated the mean distance from each compensated gene to the nearest compensated gene, and from each uncompensated gene to the nearest uncompensated gene. We compared these distances to a null distribution where we resampled zygotic genes at each timepoint, and similarly calculated the mean distance to the nearest compensated or uncompensated gene for each of the null replicates. Compensated or uncompensated genes are not on average closer together than what we would expect from a random sample of zygotic genes at any timepoint. It was necessary to draw the null distribution from zygotic genes, as zygotic genes are consistently closer together than expected by chance (compared to a null distribution resampled from all genes at each timepoint), this is observed on all chromosomes and across most stages.

Using MSL high affinity binding site (HAS) data reported in [33], we tested for an association between compensation status and physical proximity to MSL high affinity sites. Over all chromosomes, we calculated the distance of each gene to nearest MSL HAS, and looked at mean sex ratio in lower quartile of the distance to the nearest MSL HAS compared to the upper three quartiles. The mean sex ratio in the lower quartile of the distributions of distances to the nearest MSL entry site looked no more compensated than the upper three quartiles (Wilcoxon test), in any stage.

We partitioned our data into compensated and uncompensated and calculate the mean H4K16ac enrichment (data reported in [33]) over genes in each of these categories. In the earliest stage with zygotic expression, compensated genes on XL and the neo-X were significantly depauperate of H4K16ac binding, XR was not significant, possibly due to low sample size. In contrast, compensated genes at the last stage (stage 12) on, XL, XR, and the neo-X were marginally significantly associated with high H4K16ac binding. Thus, compensated genes in the early zygotic expression stages are not the same genes that are compensated by MSL in the larvae, and the genes compensated later in this period of development are targets for MSL-mediated compensation.

## Supporting Information

Figure S1 Heatmap of pairwise correlation coefficients between sexes, for mRNA abundance for all genes (in RPKM) at all stages, averaged over all female or male individuals per stage within a species. Both within and between species comparisons are shown. A) shows these plots based on autosomal genes, B) shows these comparisons based on all genes. Statistical analysis shown in Table S4.
(PDF) Click here for additional data file.

Figure S2 Onset of dosage compensation in *D. pseudoobscura* and *D. miranda*, on a genome-wide scale (Figure 3 with an alternate zygotic gene definition). Zygotic definitions were determined in each species as in Figure 3, but genes used were only those classified as zygotic in both species at each stage. Barcharts show proportions of zygotic genes in each sex-bias class, determined by the allele-specific zygotic definition, of female biased (shades of red), male biased (blue), and unbiased genes (grey), for each chromosome. *D. pseudoobscura* chromosome names were used, so the * is a reminder that this chromosome is the neo-XY in *D. miranda*, for this chromosome, reads from both the neo-X and neo-Y are included. As roughly half of the genes on the neo-Y are still producing transcript, this chromosome is currently a mix of genes that are hemizygous in males and those that have two functional copies, and perhaps unsurprisingly then, looks better compensated than the ancestral X chromosomes. See Tables S6 and S8 for statistical analyses of the data in this figure.
(PDF) Click here for additional data file.

Figure S3 Female to male ratio over stages for all zygotic genes at a particular stage. For a species, the female to male ratio of the zygotic genes at either mid-stage 5 or stage 12 are plotted for the rest of the stages. The color is based on the quantile of the female to male ratio at the stage conditioned on, at the top of the column, with the most female-biased genes in red, least female-biased genes in pale yellow. Female biased genes at early stages (red) are more likely to be less female biased at later stages (yellow), and vice versa, an effect observed most strongly on the autosomes.
(PDF) Click here for additional data file.

Figure S4 Sex-bias of transcripts in embryo at one timepoint across three species (as in Figure 4) using two alternative zygotic definitions (A & B). Comparison of sex bias in transcripts for zygotically transcribed genes (using the allele-specific zygotic definition) in *D. pseudoobscura*, *D. miranda*, and *D. melanogaster*, at one stage (late stage 5, or the end of blastoderm) early on in development, before the activation of MSL-mediated dosage compensation. Chromosomes are in the same order for all species, *D. melanogaster* has only the ancestral X, *D. pseudoobscura* and *D. miranda* both have XL and XR, and *D. miranda* additionally has the neo-XY chromosome (indicated with 3*). The neo-XY levels include transcript levels from both the neo-X and the neo-Y in males, and as many of these genes on the neo-Y are still producing transcript in males, this chromosome appears to have less female bias than the ancestral X chromosomes. A) Zygotic definitions were determined in each species as in Figure 4, but the genes used were only those classified as zygotic in both *D. pseudoobscura* and *D. miranda*. B) Sex-bias of genes defined as zygotic in *D. melanogaster* (as in Figure 4), plotted in all species. Using this definition (B), *D. melanogaster* appears to have similar patterns of sex-bias as in A and Figure 4, whereas *D. pseudoobscura* and *D. miranda* have fewer female-biased genes, but still more highly female-biased genes than *D. melanogaster*. We note in both of these comparisons, genes determined to be zygotically transcribed in one species at this timepoint are not necessarily zygotically transcribed in the other species. Also the numbers of genes are greatly reduced using these gene lists, so results are more likely to be noisy. We were unable to use a shared zygotic gene list across all species using allele-specific zygotic definitions, as this reduced the gene number to just a handful of genes on each chromosome.
(PDF) Click here for additional data file.

Figure S5 Onset of dosage compensation for zygotically transcribed genes, as revealed by allele-specific expression (as in Figure 5) with alternate zygotic gene definition. Zygotic genes were determined in the same manner for each species as in Figure 5, but only genes that were categorized as zygotic in both species were used in this Figure. Mean proportion of reads per gene attributable to the maternal and paternal alleles, in both female and male embryos, for zygotic genes (defined by transcript level, see Methods). While there are no significant differences in transcript level from the autosomes, the single male X begins to be transcribed at a higher level than either female X, resulting in compensation of chromosome dosage. Unlike *D. melanogaster* [15], these two species show several stages of zygotic expression with the male X having the same transcript abundance as the female Xs, indicating a period with, on average, no dosage compensation (the *D. melanogaster* study was of a tighter distribution of stages, and ended at late stage 5).
(PDF) Click here for additional data file.

Table S1 Description of samples used. This table provides information on the 96 embryos sequenced for this study: their predicted sex from the pre-sequencing genotyping, their actual sex as determined by sex-specific gene expression patterns and the allele-specific data, which lane they were sequenced in, the Illumina index adapter number, and any notes on that particular sample.
(XLSX) Click here for additional data file.

Table S2 Correlation coefficients within and between species. Table of pairwise Spearman's correlation coefficients for mRNA abundance for genes (in RPKM) at all stages, averaged over all individuals per stage. The first two tables show within species comparisons, the third shows the between species comparison. *D. pseudoobscura* and *D. miranda* have very similar expression patterns at each stage, over this period of development. These are the values displayed in the heatmaps of Figure 2A.
(XLSX) Click here for additional data file.

Table S3 Significance of zygotic genome activation offset between *D. pseudoobscura* and *D. miranda*. Here we show the mean fraction of reads per gene that are zygotic in origin, estimated by doubling the paternal read fraction. We used female embryos, so that we might also count paternal reads for the X chromosomes. 95% bootstrap confidence intervals were calculated for the mean by resampling genes with replacement, taking the mean, and finding the 2.5% and 97.5% quantiles over bootstrap simulations. Values in red are those that fall outside the 95% confidence intervals of the other species.
(XLSX) Click here for additional data file.

Table S4 Pairwise correlation coefficients by stage, sex, and species. Top table for each set is the pairwise Spearman's rank correlation coefficient between each stage in each comparison. The bottom set lists the observed pairwise correlation at each stage, the 95% bootstrap confidence intervals, and the maximum p-value for each column and row is reported. The bootstrap confidence intervals were constructed on the observed correlation corresponding to the diagonal (same stage in both comparisons. This was constructed by resampling genes with the replacement and recalculating the correlation many times, the 95% confidence interval was constructed from these resampling simulations. The row p-value shows the p-value of whether the maximum correlation of a row is significantly higher than the correlation found on the diagonal, i.e. it shows whether another stage is significantly better correlated than the homologous stage. These p-values were constructed as in the confidence interval bootstrap simulations. Yellow indicates the homologous stages between the two timecourses compared in that set, orange values are those where a non-homologous stage has a significantly higher correlation, and red indicates the significant p-values.
(XLSX) Click here for additional data file.

Table S5 Comparing female-biased genes between *D. pseudoobscura* and *D. miranda* across stages. We show a range of different cutoffs of female bias, from >1.5x–>2x compared to male level. A chi-squared p-value is shown for the proportion of genes falling above the cutoff between species. Significant p-values are highlighted in yellow, and orange indicates the species with a higher percentage of female-biased genes at the indicated cutoff, N is the number of genes. XR passes the significance threshold more often than XL, largely due to a larger number of genes being present on this chromosome, as direction and magnitude of female bias are similar between XL and XR.
(XLSX) Click here for additional data file.

Table S6 Same as table S5, but with the alternate definition of zygotic genes. Zygotic definitions were determined in each species as in Figure 3/Table S5, but genes used were only those classified as zygotic in both species at each stage.
(XLSX) Click here for additional data file.

Table S7 Comparison of sex-bias on autosomes between *D. pseudoobscura* and *D. miranda*. Mean and median female to male ratios are shown for each stage and each species for all major autosomes in both species, Chr. 2 and Chr. 4 (Chr. 3 is the neo-XY in *D. miranda* and thus not an autosome for both species). Wilcoxon test p-values for the comparisons of sex-bias between the species are shown. Yellow indicates significant p-values. *D. miranda* has female-biased autosomes only for the first two stages, where in later stages, both species are close to equal between female and male, with *D. miranda* having a slight male-bias.
(XLSX) Click here for additional data file.

Table S8 Same as table S7, but with the alternate definition of zygotic genes. Zygotic definitions were determined in each species as in Figure 3, Table S5, and Table S7, but genes used were only those classified as zygotic in both species at each stage.
(XLSX) Click here for additional data file.

Table S9 Comparing allele-specific expression from the maternal X chromosome in female and male *D. pseudoobscura* and *D. miranda*. This shows the mean transcript level from the maternal allele for males and females of both species at each stage. 95% bootstrap confidence intervals were calculated for the mean by resampling genes with replacement, taking the mean, and finding the 2.5% and 97.5% quantiles over bootstrap simulations. Highlighted in yellow are those values where the male maternal allele is significantly higher (falls above the 97.5% confidence interval) than the maternal allele in the female. Whether looking over the X chromosomes combined and the autosomes combined (A) or each chromosome separately (B), *D. miranda* is delayed one stage relative to *D. pseudoobscura* as to when males have a significantly higher transcript level from the maternal alleles than do females, which indicates a delay in activation of higher male transcription relative to the female, i.e. the onset of MSL-mediated dosage compensation.
(XLSX) Click here for additional data file.

Table S10 Same as table S9, but with the alternate definition of zygotic genes. Zygotic definitions were determined in each species as in Figure 5 and Table S9, but genes used were only those classified as zygotic in both species at each stage.
(XLSX) Click here for additional data file.

Table S11 Proportion H4K16ac enrichment of compensated and not compensated genes in *D. miranda*. Compensated genes are defined here as those less than 1.5x female biased, uncompensated genes are those with greater than 1.5x female bias (sex-bias is calculated for genes with >5RPKM in both female and male). Mean % of H4K16ac data is from Alekseyenko et al, 2013 [33]. 95% bootstrap confidence intervals were calculated for the mean % H4K16ac over all genes on the chromosome by resampling genes with replacement, taking the mean, and finding the 2.5% and 97.5% quantiles over bootstrap simulations. Values falling below the 2.5% confidence interval for the other species are highlighted in blue, values falling above the 97.5% confidence interval for the other species are highlighted in orange.
(XLSX) Click here for additional data file.

Table S12 Wilcoxon test p-values of sex-bias per chromosome over developmental time, for Figure 6A. Significant differences are in yellow.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

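The authors sequenced poly(A) mRNA of 96 single embryos at 8 stages (2, 4, mid-5, late-5, 7, 8–9, 10 and 12), from crosses between 2 lines within *D. pseudoobscura* and within *D. miranda*. The condition of each embryo comes from its title and from Table S1. Transcript levels are RPKM values that the authors made by aligning reads with Bowtie and TopHat and calling levels with Cufflinks, and then scaled, as deposited, to an equal summed level of chromosomes 2 and 4 in every embryo. The allele-specific files hold a signal that the authors made with a custom script from reads over SNPs between the parental lines: all maternal or all paternal reads of a gene were combined and divided by the number of SNPs, and from the values 1 factor per embryo was applied. The labels call these values allele-specific RPKM, but no gene length enters in the methods, and they are named levels here. The neo-X and neo-Y levels of *D. miranda* were made by the authors in the same way from SNPs between the neo-X and the neo-Y. The files also list the number of SNPs per gene. The files used give no read counts, so the depth of each embryo is unknown and no counting error could be given. No reads were aligned again.

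All 5 files were used. The *D. pseudoobscura* embryos were taken from the file on their own gene set and the *D. miranda* embryos from theirs, except in 1 alternative for the correlation between the species. Genes were paired between species by the orthologs the files give, 12390 of them one to one. In the neo-X and neo-Y table, 1099 entries of proteins listed more than once were left out. Stage 2 embryos are unsexed, and their columns in the transcript-level files cannot be tied to single *D. pseudoobscura* embryos. The embryo that may be unfertilized has replicate number 2 in Table S1, which 2 of the *D. pseudoobscura* stage 2 columns in each file bear. Both were left out, and the other 4 were used as a group. Left out of all comparisons were 3 embryos of undetermined sex, marked as bad samples in their labels (*D. miranda* stage 7 and stage 8–9, *D. pseudoobscura* stage 8–9), 1 *D. miranda* stage 10 embryo with a pair of X chromosomes, a neo-X and a neo-Y, and 1 *D. pseudoobscura* stage 2 embryo marked as possibly unfertilized. Chromosome 4 allele values of 1 *D. miranda* stage 7 female were left out because Table S1 marks them as not usable. Within a species and stage, no 2 of the 80 sexed embryos shared a lane, so lane effects could be fitted only across stages.

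Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and models with R 4.3.3 and limma 3.58.1. A gene was zygotic at a stage when paternal reads exceeded 40% of its allele-specific level in females and its mean level exceeded 5 RPKM in each sex. For the allele levels of Figure 5, zygotic genes had a mean under 5 RPKM at stage 2 and above 5 RPKM at a later stage. Female to male ratios were means over females divided by means over males per gene, and were summarised as medians over genes. Each embryo also got a score, the median over the same genes of the log2 level relative to the midpoint of the sexes. Expressed genes are those above 0 RPKM in at least 1 embryo.

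Embryos were the replicates. Sexes and species were compared by exact permutation of embryos within stages and sexes, two-sided, and the smallest p that a comparison can give is stated where it was reached. Tests over genes, as in the paper, are given beside them: Fisher's exact test for shares and the Wilcoxon rank sum test for ratios. Intervals are 95% bootstrap intervals over genes, with 10000 draws for allele levels, 2000 for the zygotic share and 1000 for correlations. Single genes were tested with limma on log2(RPKM + 1), for genes with a mean above 1 RPKM, with an intensity trend and Benjamini-Hochberg adjustment within each contrast. All stages and sexes of a species were fitted together, so that a group with 1 embryo is assumed to vary like the others. The genes named are those that the paper names in its text and Figure 6B, where listed, and in each species the 3 genes of chromosomes 2 and 4 with the largest absolute log2 fold change at late stage 5 among those with an adjusted p under 0.05 whose sexes do not overlap.

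The alternatives were other expression and paternal share minima, other scalings between embryos, medians in place of means, other gene sets and definitions of zygotic genes, minimum allele levels, other pseudocounts and filters for limma, fits of single stages, the replicate number as a block, the lane as a covariate, and leaving out each embryo in turn. Another 6 were added after results had been seen. Comparison of the transcript-level definition with Table S9 covered 12 combinations of 6 definitions and 2 gene sets, all tried after the values were seen. Genes with intact and broken neo-Y reading frames were not separated and distances between genes were not analysed here.

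The steps were tested on simulated data. With the sexes made equal and 200 genes raised 2-fold in late stage 5 females, limma found 98 of them in *D. pseudoobscura* and 112 in *D. miranda*, with 4 and 6 other genes called among 8473 and 7725. The raised genes were drawn from those with higher mean levels. Noise was independent between genes, with 1 SD per gene over all stages. Shifts of whole embryos were not simulated, such as the log2 score of -0.76 on chromosomes 2 and 4 in *D. miranda* late stage 5 male 3. The few other genes called therefore do not show how many false calls the real data give. A simulated ratio of 2 on XL and XR was returned as 2.00 in both species, and a simulated paternal share of 25% as 25.0% and 25.2%.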

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

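The tests of a mislabelled female, of a paternal neo-X and of a lost neo-Y in the mid-stage 5 male labelled F2, of zygotic activation in mid-stage 5 male 2, of mixed RNA in the stage 7 embryo of undetermined sex, and both tests of the chromosome 3 difference were chosen only after the result was seen. Embryos far from the others of their group were looked for in 28 groups of 4 or more embryos, by the gap to the nearest embryo over the range of the group. Chance picks about 1 in 20 such groups, and 2 were picked, both among the 4 *D. miranda* males of mid-stage 5.

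In 1 of these males, labelled F2, the neo-Y level was 0.00177 of the neo-X level, while the other 3 males had 0.243 to 0.265. The tables argue against a mislabelled female. Paternal alleles made up 0.191% of its level on XL and XR, against 10.4% to 14.0% in the 5 females of stage 5 and 0.201% to 0.271% in the other 6 males. A candidate explanation is a male that carries a paternal neo-X in place of the neo-Y. Its paternal percentage on chromosome 3 over that on chromosome 2 was 0.810, far from the 0.259 to 0.297 of the other 6 males, and just under the 0.814 to 0.879 of the females. Loss of the neo-Y or of its reads with no paternal neo-X would leave few paternal alleles on chromosome 3. They made up 10.1% of its level, against 3.12% to 3.74% in the other 3 males of the stage, which argues against such a loss. Apart from these values, the DNA assay before sequencing had called this embryo female, though the paper calls that assay imperfect. Its log2 score for total levels on chromosome 3 was 0.01. The other males of the stage had -0.39, -0.51 and -0.79, and the females had 0.06 and 0.45. A paternal neo-X stays open as a hypothesis, since it was found and tested on the same allele values. The study has no condition that sets this embryo apart, so no explanation by a condition was tested. Without F2, the mid-stage 5 ratio of the neo-Y to the neo-X rises from 0.155 to 0.252, the male over female level of the neo-X falls from 1.18 to 0.960, and the female to male ratio of the neo-X alone rises from 1.82 to 2.24.

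Male 2 of the same group had a log2 score of -0.37 for zygotic genes on chromosomes 2 and 4, where the other 3 males had -0.10 to -0.09. The authors' scaling was tested first. Rescaling each embryo by its autosomal median shrank the gap to the nearest male from 0.27 to 0.20 on the log2 scale, so most of the gap stayed. However, the other 3 males spread from -0.06 to 0.06 after this rescaling, and the gap over the range of the group fell from 0.980 to 0.616, under the limit by which the embryo was picked. With 4 males, an effect of the scaling and a property of the embryo cannot be told apart. The embryo may also have been less far along in zygotic activation. Paternal alleles made up 12.5% of its level on chromosomes 2 and 4, below the 13.4% to 14.4% of the other 3 males. This hypothesis comes from the same data, rests on a gap of about 1 percentage point, and leaves other causes of a low score open. No explanation by a condition of the study was tested. Without male 2, the *D. miranda* excess in the share of genes above 1.5 on XL and XR at mid-stage 5 changes from 1.98 to -8.32 percentage points, and the autosomal ratio from 1.24 to 1.19.

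The log2 female to male ratio of chromosome 3 at mid-stage 5 was higher in *D. miranda* than in *D. pseudoobscura* by 0.69 (exact permutation of embryos between the species within each sex, two-sided p = 0.0381, 420 arrangements). In *D. miranda* each of the 2 females scored above each of the 4 males, and in *D. pseudoobscura* the 2 females lay on both sides of the 4 males. This was the single p under 0.05 among 42 comparisons of the species by chromosome and stage, and after Benjamini-Hochberg adjustment the smallest p of the 42 was 0.904, so the difference fails the correction. A female bias of zygotic genes on every chromosome in *D. miranda* might produce it. Subtracting each embryo's autosomal score left 0.38 (exact permutation p = 0.0238), or 54.3% of the difference, which argues against that bias as the whole cause. Male F2 is not the source either: without it, the difference was 0.77 (exact permutation p = 0.00952, 210 arrangements). The species differ in what this chromosome is, a neo-sex chromosome in *D. miranda* and an autosome in *D. pseudoobscura*. Values of other embryos bear on this explanation. At late stage 5, the neo-Y level of *D. miranda* males was 0.256 of their neo-X level. The difference between the species was 0.65 there (exact permutation p = 0.055), and 0.03 at stage 7. No test set the kind of chromosome apart from other causes, so it stays open as an explanation, as does chance over 42 comparisons.

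The *D. miranda* stage 7 embryo of undetermined sex has no call of female or male in Table S1 and no note there, and its sample label marks it as a bad sample. The paper's text does not mention it. Paternal alleles made up 20.9% of its level on chromosome 3, but 4.67% on XL, 1.47% on XR, 4.16% on chromosome 2 and 0.271% on chromosome 4. RNA of an unfertilized or younger embryo mixed into the library could lower paternal levels, but it would lower them alike on all chromosomes. The paternal percentage of chromosome 4 over that of chromosome 2 was 0.0651 in this embryo and 0.706 to 0.817 in the 4 sexed stage 7 embryos with usable values, which argues against that mixture as the whole cause. This measure was settled on after the values were seen, as the last of 3. The first was the gap between chromosomes 3 and 4, and the next the range over chromosomes 2, 3 and 4. Both come to 20.7 points in this embryo, and since the range reached 20.4 points in the sexed males, it did not separate them. No biological explanation was tested, and the reason for the uneven paternal levels stays open.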

How the results depend on the processing

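6 of the alternatives were chosen only after results had been seen: counting the *D. miranda* stage 10 XX neo-X/neo-Y embryo as a female, a minimum maternal plus paternal level of 2, dividing each ratio by the autosomal median ratio, using the *D. miranda* gene set for both species, calling a gene zygotic when it is under 5 RPKM at stages 2 and 4, and multiplying the male total by the neo-X share. The others were set before the data were examined. Over all alternatives, 3051 of 3581 values (85.2%) kept their direction and their side of the threshold, or moved by less than the SD between embryos, and 153 changed direction. XL+XR stands for the genes of both arms. Parentheses give the reported value and that under the alternative. Species differences are *D. miranda* minus *D. pseudoobscura*, in percentage points for shares of female-biased genes and as a difference of median ratios otherwise. Shares were compared by Fisher's exact test and ratios by the Wilcoxon rank-sum test over genes. Where a value changed, the cause was not tested, except where fewer embryos or fewer genes follow from the alternative itself.

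The female bias of XL+XR at stage 5 stayed above 1 under each of these alternatives. Its range over 11 alternatives was 1.53 to 1.71 at mid-stage 5 and 1.59 to 1.87 at late stage 5 in *D. pseudoobscura*, and 1.48 to 1.86 and 1.69 to 2.07 in *D. miranda*. From stage 7 to stage 10, the ranges were 1.13 to 1.38, 1.26 to 1.42 and 1.13 to 1.23 in *D. pseudoobscura*, and 1.28 to 1.59, 1.15 to 1.42 and 1.08 to 1.27 in *D. miranda*. At stage 12 they were 0.926 to 1.01 and 0.884 to 1.06, on both sides of 1. The lower zygotic share in *D. miranda* kept its sign and its p under 0.05 in all 15 alternatives and in all 75 values without 1 embryo. Over stages mid-5 to 10 it ranged from -14.7 to -5.56 points on chromosomes 2 and 4, -13.7 to -6.24 on XL+XR and -11.5 to -5.61 on chromosome 3. The male over female level of the maternal X at stage 12 ranged from 2.10 to 2.38 in *D. pseudoobscura* and 1.88 to 2.24 in *D. miranda*. Neo-Y over neo-X in males stayed under 1 at all stages, from 0.0551 at mid-stage 5 to 0.512 at stage 8-9.

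With an expression minimum of 1 RPKM, 143 of 152 values kept direction and side of the threshold. The female to male ratio moved by more than the SD between embryos for XL+XR in *D. pseudoobscura* at late stage 5 (1.71 to 1.87). A p under 0.05 was reached by the late stage 5 difference on XL (0.120 to 0.163). The share of genes above 1.5 changed the sign of its species difference at late stage 5 on XL (2.42 to -0.919) and at stage 12 on XL (0.839 to -0.576). The share above 1.5 came to differ between the species at 0.05 at stage 7 on XL+XR (-4.98 to -5.71) and at stage 12 on XL+XR (-0.942 to -1.96). A minimum of 10 RPKM leaves fewer genes and kept 137 of 152. Signs of the species difference in the share above 1.5 changed at mid-stage 5 on XL+XR (1.98 to -1.17) and at late stage 5 on XL (2.42 to -1.85). The share above 2 no longer differed between the species at 0.05 at mid-stage 5 on XL+XR (14.0 to 10.9) and at stage 8-9 on XL+XR (2.74 to 1.77). For the share above 2, the species difference reversed at stage 7 on XL+XR (-1.79 to 0.702).

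Lowering the minimum paternal share to 30% kept 149 of 156. Between the species, the difference at late stage 5 came past 0.05 on XL (0.120 to 0.325). The share above 1.5 came to differ between the species at 0.05 at stage 7 on XL+XR (-4.98 to -6.00). Raising it to 45% kept 146 of 152. Reversed species differences in the share above 2 were found at stage 7 on XL (1.81 to -0.225). The species difference of the autosomal ratio changed sign at stage 10 for chromosome 2 (0.00294 to -0.00291).

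Restricting the genes to those zygotic in both species kept 169 of 182. In the share above 1.5, the sign of the species difference changed at mid-stage 5 on XL+XR (1.98 to -7.04) and at stage 8-9 on XR (-3.03 to 0.704). Species differences in the share above 2 were no longer past 0.05 at mid-stage 5 on XL+XR (14.0 to 11.3). For autosomes, the species difference of the ratio reversed at stage 10 for chromosome 2 (0.00294 to -0.00250). The share of genes above 2 changed the sign of its species difference at stage 12 on XR (0.0625 to -0.0168). The male level of the maternal X no longer lay outside the female interval in *D. pseudoobscura* at stage 7 (1.41 to 1.48). The neo-Y level in males no longer lay outside the neo-X interval at late stage 5 (0.256 to 0.305), at stage 7 (0.349 to 0.438) and at stage 8-9 (0.393 to 0.512). The male level of the neo-X no longer lay outside the female interval at stage 10 (1.62 to 1.56).

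Taking the median over embryos in place of the mean kept 141 of 160. Signs of the species difference in the share above 1.5 changed at late stage 5 on XL (2.42 to -3.86) and at stage 7 on XL (4.40 to -1.49). The late stage 5 species difference was no longer past 0.05 on XR (0.333 to 0.0864). A p under 0.05 was lost for the species difference in the share above 1.5 at late stage 5 on XL+XR (13.2 to 3.21). The share above 2 no longer differed between the species at 0.05 at late stage 5 on XL+XR (18.2 to 6.80) and at stage 8-9 on XL+XR (2.74 to 1.40). Autosomal species differences of the ratio changed sign at late stage 5 for chromosome 4 (0.0970 to -0.0142) and at stage 10 for chromosome 2 (0.00294 to -0.00629). For the share above 1.5, the species difference came past 0.05 at stage 7 on XL+XR (-4.98 to -6.03) and at stage 8-9 on XL+XR (-3.33 to -10.3). Reversed species differences in the share above 2 were found at stage 12 on XL (0.299 to -0.473). The between-species correlation moved by more than its SD at stage 2 (0.918 to 0.929) and at stage 4 (0.908 to 0.924).

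With each embryo rescaled to the sum of all genes, 145 of 152 values kept direction and side. Between the species, the difference at late stage 5 came past 0.05 on XL (0.120 to 0.127). In the share above 1.5, the sign of the species difference changed at stage 7 on XL+XR (-4.98 to 0.275) and at stage 8-9 on XR (-3.03 to 0.595). The species difference of the autosomal ratio changed sign at stage 10 for chromosomes 2 and 4 (-0.00953 to 0.00867). Rescaling each embryo by the median over chromosome 2 and 4 genes kept 117 of 170. Ratios that moved by more than the SD between embryos were those of chromosomes 2 and 4 in *D. miranda* at mid-stage 5 (1.24 to 1.11), XL+XR in *D. miranda* at stage 7 (1.32 to 1.58) and chromosomes 2 and 4 in *D. miranda* at stage 7 (0.830 to 1.00). The share of genes above 2 changed the sign of its species difference at mid-stage 5 on XL (1.73 to -4.82) and at stage 7 on XR (-4.72 to 6.77) and XL+XR (-1.79 to 9.45). Signs of the species difference in the share above 1.5 changed at mid-stage 5 on XR (11.7 to -2.95) and XL+XR (1.98 to -9.64), at late stage 5 on XL (2.42 to -11.7) and XL+XR (13.2 to -0.984), at stage 7 on XR (-12.7 to 13.9) and XL+XR (-4.98 to 21.2), at stage 8-9 on XL (-4.33 to 3.50), XR (-3.03 to 3.15), XL+XR (-3.33 to 3.53), at stage 12 on XR (-2.37 to 9.51) and XL+XR (-0.942 to 7.69). Species differences in the share above 2 were no longer past 0.05 at mid-stage 5 on XL+XR (14.0 to 2.47) and at late stage 5 on XL+XR (18.2 to 3.15). For late stage 5, the species difference changed sign on XL (0.120 to -0.0615). For autosomes, the species difference of the ratio reversed at late stage 5 for chromosome 4 (0.0970 to -0.00552) and at stage 7 for chromosome 2 (-0.143 to 0.00234), chromosome 4 (-0.142 to 0.0102), chromosomes 2 and 4 (-0.142 to 0.00854). Autosomal species differences of the ratio were no longer past 0.05 at late stage 5 for chromosomes 2 and 4 (0.127 to 0.0176) and at stage 12 for chromosomes 2 and 4 (-0.147 to -0.0154). A ratio across 1 was found for chromosome 4 in *D. miranda* at stage 7 (0.831 to 1.00) and chromosomes 2 and 4 in *D. miranda* at stage 10 (0.960 to 1.01). The share above 2 came to differ between the species at 0.05 at stage 12 on XL+XR (0.168 to 1.85). The range over stages of the onset-group medians moved in *D. miranda* (1.27 to 0.916).

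The same rescaling moves all genes of an embryo alike, and most limma calls became higher in females in *D. miranda* at stages 7, 8-9 and 10. Of the called genes, 66 higher in females and 54 lower at mid-stage 5 in *D. pseudoobscura* became 169 and 55, 52 higher in females and 59 lower at stage 8-9 in *D. miranda* became 119 and 66, 69 higher in females and 245 lower at stage 12 in *D. miranda* became 178 and 209. In *D. miranda* at stage 7, 22.3% of 283 called genes were higher in females before the rescaling and 67.0% of 518 after it. The total number called also moved by more than 1.5 times in *D. pseudoobscura* at mid-stage 5 (to 224) and in *D. miranda* at stages 7 and 8-9 (to 185). Elsewhere that share moved by less than 10 percentage points. No external standard chose between the scalings.

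Defining zygotic genes by transcript level in place of the paternal allele kept 91 of 152 values. The female to male ratio moved by more than the SD between embryos for XL+XR in *D. miranda* at mid-stage 5 (1.83 to 1.58), XL+XR in *D. pseudoobscura* at stage 7 (1.34 to 1.13), XL+XR in *D. miranda* at stage 7 (1.32 to 1.41), chromosomes 2 and 4 in *D. miranda* at stage 7 (0.830 to 0.911), XL+XR in *D. miranda* at stage 8-9 (1.32 to 1.15), XL+XR in *D. miranda* at stage 10 (1.18 to 1.08) and chromosomes 2 and 4 in *D. pseudoobscura* at stage 12 (1.00 to 0.873). A p under 0.05 was lost for the species difference in the share above 2 at mid-stage 5 on XL+XR (14.0 to 3.21) and at stage 8-9 on XL+XR (2.74 to 0.203). For late stage 5, the species difference changed sign on XL (0.120 to -0.180) and on XR (0.333 to -0.0973). For the share above 1.5, the species difference reversed at late stage 5 on XL (2.42 to -22.9), XR (18.7 to -7.32), XL+XR (13.2 to -12.7), at stage 7 on XR (-12.7 to 0.900) and XL+XR (-4.98 to 8.72), at stage 10 on XL (17.2 to -5.76), XR (8.46 to -0.401), XL+XR (12.3 to -2.64) and at stage 12 on XL (0.839 to -4.47). Reversed species differences in the share above 2 were found at late stage 5 on XR (22.0 to -6.44) and XL+XR (18.2 to -4.08), at stage 7 on XR (-4.72 to 2.60) and XL+XR (-1.79 to 4.50), at stage 8-9 on XL (0.583 to -0.0526) and at stage 12 on XR (0.0625 to -1.33) and XL+XR (0.168 to -0.479). The species difference of the autosomal ratio changed sign at late stage 5 for chromosome 2 (0.148 to -0.0690), chromosome 4 (0.0970 to -0.175), chromosomes 2 and 4 (0.127 to -0.110) and at stage 10 for chromosome 2 (0.00294 to -0.0678). Autosomal species differences of the ratio were no longer past 0.05 at stage 7 for chromosomes 2 and 4 (-0.142 to -0.0667). A ratio across 1 was found for XL in *D. miranda* at stage 10 (1.20 to 0.836).

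Rescaling allele levels to equal allele-specific autosomal level kept 30 of 30 values. With the median over genes of the ratio, 23 of 24 values were kept. The male over female level of the maternal X crossed 1 in *D. pseudoobscura* at late stage 5 (1.05 to 0.951). Leaving out the 5 highest genes kept 19 of 24. A level across 1 was found for the maternal X in *D. pseudoobscura* at late stage 5 (1.05 to 0.944). The male over female neo-X level crossed 1 at late stage 5 (1.12 to 0.972). Maternal X levels in males came to lie outside the female interval in *D. miranda* at stage 8-9 (1.44 to 1.55) and in *D. miranda* at stage 10 (1.31 to 1.64). A male level of the neo-X outside the female interval was reached at stage 8-9 (1.26 to 1.35). A limit of 1 RPKM at stage 2 kept 21 of 24. Maternal X levels in males came to lie outside the female interval in *D. miranda* at stage 8-9 (1.44 to 1.47) and in *D. miranda* at stage 10 (1.31 to 1.63). A male level of the neo-X outside the female interval was reached at stage 8-9 (1.26 to 1.49).

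Over genes with mean RPKM above 1, the replicate correlation moved by more than its SD in *D. pseudoobscura* (0.958 to 0.978) and in *D. miranda* (0.957 to 0.971). Between the species, rho moved by more than its SD at stage 2 (0.918 to 0.924), at mid-stage 5 (0.902 to 0.893), at late stage 5 (0.902 to 0.892) and at stage 7 (0.906 to 0.900). Over chromosomes 2 and 4, moves of rho between the species larger than its SD were found at stage 2 (0.918 to 0.906), at stage 4 (0.908 to 0.897), at mid-stage 5 (0.902 to 0.894), at late stage 5 (0.902 to 0.894), at stage 7 (0.906 to 0.900), at stage 8-9 (0.909 to 0.899), at stage 10 (0.907 to 0.899) and at stage 12 (0.914 to 0.906).

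For sex-biased genes from limma, counts that moved by more than 1.5 times are given, with the reported count in parentheses except for *D. pseudoobscura* stage 10. A pseudocount of 0.1 kept 12 of 14 counts within 1.5 times and gave 2 at stage 4 (0) in *D. pseudoobscura*, and 5 at stage 4 (1) in *D. miranda*. A pseudocount of 5 kept 13 of 14 and gave 2 at stage 4 (1) in *D. miranda*. Without a filter on low values limma called 204 at mid-stage 5 (120), 171 at stage 8-9 (89), 551 at stage 10 and 467 at stage 12 (98) in *D. pseudoobscura*, and 6 at stage 4 (1), 472 at late stage 5 (762), 337 at stage 8-9 (111) and 706 at stage 12 (314) in *D. miranda*. Requiring a mean RPKM above 5 gave 75 at mid-stage 5 (120) and 60 at stage 12 (98) in *D. pseudoobscura*, from fewer genes tested. The sequencing lane as a covariate gave 52 at mid-stage 5 (120), 649 at late stage 5 (306), 107 at stage 7 (265), 37 at stage 8-9 (89), 173 at stage 10 and 41 at stage 12 (98) in *D. pseudoobscura*, and 0 at stage 4 (1), 187 at late stage 5 (762), 140 at stage 7 (283), 71 at stage 8-9 (111), 572 at stage 10 (1112) and 174 at stage 12 (314) in *D. miranda*. Fitting only the embryos of the stage gave 79 at mid-stage 5 (120), 517 at late stage 5 (306), 444 at stage 7 (265), 39 at stage 8-9 (89), 32 at stage 10 and 37 at stage 12 (98) in *D. pseudoobscura*, and 0 at stage 4 (1), 2 at mid-stage 5 (153), 12 at late stage 5 (762), 427 at stage 7 (283), 42 at stage 8-9 (111), 461 at stage 10 (1112) and 50 at stage 12 (314) in *D. miranda*. At stage 4, where limma called 0 genes in *D. pseudoobscura* and 1 in *D. miranda*, 696 and 71 genes had an unadjusted p under 0.05.

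Female and male embryos share replicate numbers, and a fit with the replicate number as a block was also run. Neither the labels nor the paper say that a number marks a shared batch. Deviations from the group mean of same-numbered embryos correlated above 0.1 in 13 of 19 pairs in *D. pseudoobscura* (median 0.199, range -0.282 to 0.571) and in 6 of 12 pairs in *D. miranda* (median 0.0933, range -0.380 to 0.471). The numbers were therefore not treated as pairs. With the block, limma called 70 at mid-stage 5 (120) and 49 at stage 8-9 (89) in *D. pseudoobscura*, and 0 at stage 4 (1), 8 at mid-stage 5 (153), 425 at late stage 5 (762), 123 at stage 7 (283), 17 at stage 8-9 (111), 241 at stage 10 (1112) and 130 at stage 12 (314) in *D. miranda*. The other 5 of 14 counts stayed within 1.5 times of the unblocked ones.

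Among the alternatives chosen after results had been seen, dividing each ratio by the autosomal median ratio kept 63 of 98 values. Ratios that moved by more than the SD between embryos were those of XL+XR in *D. miranda* at mid-stage 5 (1.83 to 1.48) and XL+XR in *D. miranda* at stage 7 (1.32 to 1.59). In the share above 2, the sign of the species difference changed at mid-stage 5 on XL (1.73 to -19.5), XR (20.9 to -3.93), XL+XR (14.0 to -9.48) and at stage 7 on XR (-4.72 to 7.40) and XL+XR (-1.79 to 9.69). The share of genes above 1.5 changed the sign of its species difference at mid-stage 5 on XR (11.7 to -18.7) and XL+XR (1.98 to -26.4), at late stage 5 on XL (2.42 to -8.48), at stage 7 on XR (-12.7 to 12.5) and XL+XR (-4.98 to 19.8), at stage 8-9 on XL (-4.33 to 6.32), XR (-3.03 to 9.86), XL+XR (-3.33 to 8.57), at stage 12 on XR (-2.37 to 7.02) and XL+XR (-0.942 to 6.10). Between the species, the late stage 5 difference reversed on XL (0.120 to -0.0862). The late stage 5 species difference was no longer past 0.05 on XR (0.333 to 0.107). The share above 1.5 no longer differed between the species at 0.05 at late stage 5 on XL+XR (13.2 to 2.10). Species differences in the share above 2 were no longer past 0.05 at late stage 5 on XL+XR (18.2 to 6.03). The share above 2 came to differ between the species at 0.05 at stage 12 on XL+XR (0.168 to 1.14). Counting the XX neo-X/neo-Y embryo as a female kept 10 of 18. The female to male ratio crossed 1 for chromosome 4 in *D. miranda* at stage 10 (0.930 to 1.00) and chromosomes 2 and 4 in *D. miranda* at stage 10 (0.960 to 1.029). For autosomes, the species difference of the ratio reversed at stage 10 for chromosome 4 (-0.0293 to 0.0444) and chromosomes 2 and 4 (-0.00953 to 0.0596). The zygotic limit at both stages 2 and 4 kept 21 of 24. A level across 1 was found for the maternal X in *D. pseudoobscura* at late stage 5 (1.05 to 0.953). The male level of the maternal X came to lie outside the female interval in *D. miranda* at stage 8-9 (1.44 to 1.46) and in *D. miranda* at stage 10 (1.31 to 1.81). With the *D. miranda* gene set for both species, all 8 correlations moved. The between-species correlation moved by more than its SD at stage 2 (0.918 to 0.943), at stage 4 (0.908 to 0.929), at mid-stage 5 (0.902 to 0.930), at late stage 5 (0.902 to 0.930), at stage 7 (0.906 to 0.932), at stage 8-9 (0.909 to 0.936), at stage 10 (0.907 to 0.941) and at stage 12 (0.914 to 0.950). A minimum maternal plus paternal level of 2 kept 152 of 152 and the male total times the neo-X share 6 of 6, but the late stage 5 difference of the neo-X from XR changed sign (-0.120 to 0.0609).

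Leaving out 1 embryo at a time, the lowest and highest values are given for each result that changed after the reported value in parentheses. Where a stage has 1 or 2 embryos of a sex, this leaves 1 embryo or none. With none there is no value, as for the only *D. miranda* male of stage 8-9 and the only female of stage 10. With 1, limma pools the spread over all stages, and the lone embryo is assumed to vary like the other groups. The number of genes called by limma was, in *D. pseudoobscura*, stage 4 (0) 0 without female 2 and 3 without male 3, mid-stage 5 (120) 57 without female 2 and 154 without female 3, late stage 5 (306) 123 without female 2 and 249 without male 3, stage 7 (265) 119 without male 1 and 176 without female 1, stage 8-9 (89) 39 without female 2 and 80 without male 2, stage 10 130 without female 2 and 712 without male 2 and stage 12 (98) 56 without female 2 and 151 without male 2. In *D. miranda* it was stage 4 (1) 1 without female 1 and 2 without female 2, mid-stage 5 (153) 3 without female 3 and 175 without female 1, late stage 5 (762) 164 without male 3 and 1998 without male 2, stage 7 (283) 71 without female 1 and 226 without male 1 and stage 12 (314) 87 without female 1 and 2778 without female 3.

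For the species difference in the share of genes above a ratio of 1.5, leaving out 1 embryo gave these values in points. Mid-stage 5: XL+XR (1.98) -8.32 without *D. miranda* male 2 and 21.3 without *D. pseudoobscura* female 3, XL (-15.5) -21.5 without *D. pseudoobscura* female 2 and 2.09 without *D. miranda* female 1 and XR (11.7) -3.02 without *D. miranda* male 2 and 33.1 without *D. pseudoobscura* female 3. Late stage 5: XL+XR (13.2) 5.86 without *D. miranda* male 3 and 18.1 without *D. pseudoobscura* male 1 and XL (2.42) -1.81 without *D. miranda* male 3 and 8.65 without *D. pseudoobscura* male 1. Stage 7: XL+XR (-4.98) -14.4 without *D. pseudoobscura* female 1 and 4.09 without *D. pseudoobscura* female 3, XL (4.40) -8.56 without *D. pseudoobscura* female 1 and 10.7 without *D. pseudoobscura* female 3 and XR (-12.7) -19.2 without *D. pseudoobscura* female 1 and -1.36 without *D. pseudoobscura* female 3. Stage 8-9: XL+XR (-3.33) -20.5 without *D. pseudoobscura* male 1 and 8.36 without *D. pseudoobscura* female 2, XL (-4.33) -25.3 without *D. pseudoobscura* male 1 and 4.26 without *D. pseudoobscura* female 2 and XR (-3.03) -17.2 without *D. pseudoobscura* male 1 and 11.2 without *D. pseudoobscura* female 2. Stage 10: XR (8.46) 2.02 without *D. pseudoobscura* female 1 and 10.9 without *D. pseudoobscura* female 2. Stage 12: chromosome 3 (3.65) -1.13 without *D. pseudoobscura* male 2 and 12.0 without *D. miranda* female 1, XL+XR (-0.942) -3.82 without *D. pseudoobscura* male 2 and 6.15 without *D. miranda* female 1, XL (0.839) -0.578 without *D. pseudoobscura* male 2 and 7.19 without *D. miranda* female 1 and XR (-2.37) -6.37 without *D. pseudoobscura* male 2 and 5.27 without *D. miranda* female 1.

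For the species difference in the share of genes above a ratio of 2, leaving out 1 embryo gave these values in points. Mid-stage 5: chromosome 3 (8.89) 1.74 without *D. miranda* female 3 and 30.9 without *D. miranda* female 1, XL+XR (14.0) 5.84 without *D. miranda* female 3 and 24.9 without *D. miranda* female 1, XL (1.73) -7.84 without *D. miranda* female 3 and 20.9 without *D. miranda* female 1 and XR (20.9) 11.6 without *D. miranda* male 2 and 27.7 without *D. miranda* male F2. Late stage 5: XL+XR (18.2) 1.06 without *D. miranda* male 3 and 28.7 without *D. pseudoobscura* male 1, XL (10.9) -2.73 without *D. miranda* female 3 and 20.5 without *D. pseudoobscura* male 1 and XR (22.0) 2.61 without *D. miranda* male 3 and 35.7 without *D. miranda* male 2. Stage 7: XL+XR (-1.79) -4.15 without *D. miranda* female 1 and 0.811 without *D. miranda* female 3, XL (1.81) -0.994 without *D. miranda* female 1 and 4.27 without *D. miranda* male 1 and XR (-4.72) -7.02 without *D. pseudoobscura* male 2 and -1.68 without *D. miranda* female 3. Stage 8-9: XL+XR (2.74) -1.76 without *D. pseudoobscura* female 1 and 3.63 without *D. miranda* female M3, XL (0.583) -1.54 without *D. pseudoobscura* male 1 and 1.50 without *D. pseudoobscura* female 2 and XR (4.30) -2.12 without *D. pseudoobscura* female 1 and 5.41 without *D. miranda* female M3. Stage 10: chromosome 3 (5.11) 2.13 without *D. pseudoobscura* male 2 and 6.78 without *D. miranda* male F3. Stage 12: XL+XR (0.168) -0.216 without *D. pseudoobscura* female 1 and 1.302 without *D. miranda* female 1 and XR (0.0625) -0.396 without *D. pseudoobscura* female 1 and 1.52 without *D. miranda* female 1.

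Ratios without 1 embryo were as follows. Mid-stage 5: chromosome 3 in *D. pseudoobscura* (0.979) 0.883 without female 3 and 1.04 without female 2, XR in *D. pseudoobscura* (1.66) 1.49 without female 3 and 1.75 without female 2, chromosome 2 in *D. miranda* (1.22) 1.08 without female 3 and 1.301 without female 1, chromosomes 2 and 4 in *D. miranda* (1.24) 1.07 without female 3 and 1.34 without female 1, chromosome 4 in *D. miranda* (1.31) 1.06 without female 3 and 1.46 without female 1, chromosome 2 in *D. pseudoobscura* (0.966) 0.889 without female 3 and 1.05 without female 2, chromosomes 2 and 4 in *D. pseudoobscura* (0.979) 0.897 without female 3 and 1.05 without female 2 and chromosome 4 in *D. pseudoobscura* (0.996) 0.909 without female 3 and 1.05 without female 2. Stage 7: XR in *D. miranda* (1.33) 1.28 without male 1 and 1.37 without male 2. Stage 10: chromosome 3 in *D. pseudoobscura* (0.969) 0.942 without female 2 and 1.04 without female 1. Stage 12: chromosome 3 in *D. miranda* (0.848) 0.675 without female 3 and 1.09 without female 1, XL in *D. miranda* (0.876) 0.657 without female 3 and 1.23 without female 1, XL+XR in *D. miranda* (0.910) 0.718 without female 3 and 1.24 without female 1, XR in *D. miranda* (0.933) 0.782 without female 3 and 1.25 without female 1, chromosome 2 in *D. miranda* (0.864) 0.719 without female 3 and 1.11 without female 1, chromosomes 2 and 4 in *D. miranda* (0.855) 0.709 without female 3 and 1.10 without female 1 and chromosome 4 in *D. miranda* (0.839) 0.704 without female 3 and 1.09 without female 1.

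Species differences of the ratio moved as well. Late stage 5: chromosomes 2 and 4 (0.127) 0.00805 without *D. miranda* male 3 and 0.224 without *D. miranda* male 2, chromosome 2 (0.148) 0.0232 without *D. miranda* male 3 and 0.252 without *D. miranda* male 2, chromosome 4 (0.0970) -0.0108 without *D. miranda* male 3 and 0.208 without *D. miranda* male 2, XL (0.120) 0.00611 without *D. miranda* male 3 and 0.264 without *D. miranda* female 1 and XR (0.333) 0.0756 without *D. miranda* male 3 and 0.598 without *D. miranda* male 2. Stage 8-9: chromosome 4 (-0.0711) -0.151 without *D. pseudoobscura* female 1 and -0.00153 without *D. pseudoobscura* female 2. Stage 10: chromosomes 2 and 4 (-0.00953) -0.0714 without *D. pseudoobscura* female 1 and 0.0146 without *D. pseudoobscura* female 2, chromosome 2 (0.00294) -0.0557 without *D. pseudoobscura* female 1 and 0.0280 without *D. pseudoobscura* female 2 and chromosome 4 (-0.0293) -0.0956 without *D. pseudoobscura* female 1 and -0.00192 without *D. pseudoobscura* female 3. Stage 12: chromosomes 2 and 4 (-0.147) -0.293 without *D. miranda* female 3 and 0.101 without *D. miranda* female 1, chromosome 2 (-0.137) -0.282 without *D. miranda* female 3 and 0.112 without *D. miranda* female 1 and chromosome 4 (-0.164) -0.299 without *D. miranda* female 3 and 0.0815 without *D. miranda* female 1.

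For allele levels, the male over female level of the maternal X was at late stage 5 in *D. miranda* (1.035) 0.949 without female 2 and 1.22 without female 3, at stage 7 in *D. miranda* (1.05) 0.972 without male 1 and 1.14 without female 1, at stage 7 in *D. pseudoobscura* (1.41) 1.32 without female 1 and 1.51 without female 3, at stage 8-9 in *D. miranda* (1.44) 1.39 without female 3 and 1.56 without female M3 and at stage 8-9 in *D. pseudoobscura* (1.43) 1.32 without male 1 and 1.50 without male 2. The female to male ratio of the neo-X alone was at mid-stage 5 (1.82) 1.59 without female 3 and 2.24 without male F2, and the male over female neo-X level at mid-stage 5 (1.18) 0.960 without male F2 and 1.28 without female 3.

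The alternatives for intact and broken reading frames and for the spacing of compensated genes were not run, since reading frame status and gene positions were not used here. The files give no read counts, so the depth behind each value is unknown, and how far depth limits the values of genes with low levels cannot be stated. Minimum summed allele levels of 1 and 5 kept all 3 zygotic share differences each.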

Differences from the paper's values

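Among the settings below, those chosen only after the values were seen are the *D. miranda* gene set for both species, the XX embryo counted as a female, a minimum maternal and paternal level of 2, the limit of 5 RPKM at both stage 2 and stage 4, and the 12 combinations of a transcript-level definition with a set of genes. Of 278 values that the paper states in its text and tables and that were also computed here, 115 differed. A pair was taken to differ when the values were more than 1.5 times apart and the gap passed the larger of the SD between embryos and the paper's error. That error is the width of the paper's 95% bootstrap interval divided by 2, neither an SD nor an SEM. For correlations the gap alone decided. The XX embryo and the minimum of 2 were tried after numbers of genes had been set beside the paper's, and the 12 combinations in search of one near Table S9. None of them replaced a setting, and no cause of the differences was tested here.

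Spearman's rho between the species differed at 7 of 8 stages. The paper's value, followed by the value here, was 0.900 and 0.918 at stage 2, 0.852 and 0.908 at stage 4, 0.862 and 0.902 at mid-stage 5, 0.853 and 0.902 at late stage 5, 0.876 and 0.906 at stage 7, 0.876 and 0.909 at stage 8–9, and 0.881 and 0.907 at stage 10. Of the alternatives set before the data were examined, the median over embryos, genes on chromosomes 2 and 4 alone and genes with a mean above 1 RPKM each left all 7 differing. Putting both species on the *D. miranda* gene set, which was chosen after seeing the data, left them differing as well and made all 8 differ.

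The zygotic share differed at stage 4 alone, for 6 of 42 values. The paper's percentage, followed by the one here, was 3.54 and 9.22 on chromosomes 2 and 4, 3.12 and 6.92 on XL and XR, and 2.67 and 7.27 on chromosome 3 in *D. pseudoobscura*. For *D. miranda* the pairs were 4.70 and 8.70, 2.12 and 3.51, and 2.01 and 6.08. A minimum maternal and paternal level of 5, set before the data were examined, left no difference in any of the 6. A minimum of 1 did so in each but chromosome 3 of *D. miranda*. With the ratio of sums over genes, chromosomes 2 and 4 in both species, XL and XR in *D. pseudoobscura* and chromosome 3 in *D. miranda* no longer differed, but over all 42 values 23 differed in place of 6. With only genes that have values in both species, XL and XR in *D. miranda* no longer differed and the other 5 did. Under the median over genes, all 6 still differed. Over all 42 values, 0 differed with the minimum of 5, 1 with the minimum of 1, 5 with genes that have values in both species and 6 with the median over genes.

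For the percent of genes with a ratio above 2, 3 of 36 values differed, all in *D. miranda* at stage 10, where there is 1 female. The paper's value was 7.47 on XL, 5.04 on XR and 6.04 on both together, and the values here were 12.8, 10.6 and 11.5. With an expression minimum of 10 RPKM, set before the data were examined, XL and both arms together no longer differed, and XR did, but over all 36 values 8 differed in place of 3. The other alternatives of that kind left all 3 differing: a minimum of 1 RPKM, paternal shares above 30% or 45%, either rescaling of the embryos, the median over embryos, genes zygotic in both species and the definition by transcript level. In that order, 5, 3 and 3, then 10 with the autosomal median and 7 with the sum of all genes, then 7, 12 and 25 of the 36 differed. Counting the XX embryo with a neo-X and a neo-Y as a second female, which was chosen after seeing the values, gave 7.45 on XL, 5.00 on XR and 6.00 on both, and none of the 36 differed. A minimum maternal and paternal level of 2, also chosen after seeing the values, left 3 differing.

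The maternal allele level of Table S9 differed for 99 of 120 values. In every one of these, the value here was the higher one. Of the alternatives set before the data were examined, leaving out the 5 highest genes ended the difference for 51, a stage 2 maximum of 1 RPKM for 28, genes zygotic in both species for 2 and rescaling to equal allele-specific autosomal levels for 0. Over all 120 values, 48, 71, 105 and 99 differed under these 4, so that genes zygotic in both species gave more differences than the 99. A limit of 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, ended it for 58 and left 41 of the 120 differing. Chromosome 3 is listed 2 times in Table S9, and the first listing was used.

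For the maternal allele level on XL and XR together, the paper's value, followed by the value here, was in *D. pseudoobscura* 3.01 and 12.6 in females and 3.75 and 15.3 in males at mid-stage 5, 3.88 and 12.4 in females and 3.97 and 13.1 in males at late stage 5, 4.43 and 10.8 in females and 7.14 and 15.2 in males at stage 7, and 4.46 and 9.59 in females and 6.68 and 13.7 in males at stage 8–9. In *D. miranda* on XL and XR together, again with the paper's value first, the pairs were 1.87 and 13.9 in females and 1.97 and 17.3 in males at mid-stage 5, 2.33 and 14.5 in females and 2.74 and 15.0 in males at late stage 5, 5.01 and 18.4 in females and 5.37 and 19.4 in males at stage 7, 4.74 and 16.3 in females and 7.26 and 23.5 in males at stage 8–9, 6.98 and 19.2 in females and 11.6 and 25.1 in males at stage 10, and 8.20 and 14.1 in females and 15.9 and 28.1 in males at stage 12. Without the 5 highest genes, the level on XL and XR together no longer differed for *D. pseudoobscura* both sexes at stage 8–9, and *D. miranda* both sexes at stage 10 and stage 12. With a stage 2 maximum of 1 RPKM, the level on XL and XR together no longer differed for *D. miranda* males at stage 12. Under genes zygotic in both species and rescaling to equal allele-specific autosomal levels, each of the values for XL and XR together still differed. Requiring under 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, left no difference for *D. pseudoobscura* both sexes at stage 7 and stage 8–9 and males at mid-stage 5 and late stage 5, and *D. miranda* females at stage 10.

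For the maternal allele level on XL, the paper's value, followed by the value here, was in *D. pseudoobscura* 2.51 and 7.27 in females and 2.92 and 8.59 in males at mid-stage 5, 2.65 and 7.32 in females and 2.44 and 7.01 in males at late stage 5, 2.63 and 6.61 in females and 5.06 and 11.7 in males at stage 7, 2.88 and 7.01 in females and 4.39 and 10.6 in males at stage 8–9, and 9.82 and 16.3 in males at stage 10. In *D. miranda* on XL, again with the paper's value first, the pairs were 1.75 and 13.2 in females and 1.94 and 16.5 in males at mid-stage 5, 1.96 and 15.4 in females and 2.35 and 14.2 in males at late stage 5, 3.16 and 19.4 in females and 4.15 and 21.6 in males at stage 7, 3.41 and 18.6 in females and 5.84 and 26.5 in males at stage 8–9, 4.73 and 18.8 in females and 7.96 and 21.0 in males at stage 10, and 5.81 and 11.4 in females and 13.0 and 27.6 in males at stage 12. Without the 5 highest genes, the level on XL no longer differed for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9 and males at stage 10, and *D. miranda* both sexes at stage 12. With a stage 2 maximum of 1 RPKM, the level on XL no longer differed for *D. miranda* both sexes at stage 12. Under genes zygotic in both species and rescaling to equal allele-specific autosomal levels, each of the values for XL still differed. Requiring under 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, left no difference for *D. pseudoobscura* males at stage 10.

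For the maternal allele level on XR, the paper's value, followed by the value here, was in *D. pseudoobscura* 3.33 and 15.8 in females and 4.30 and 19.3 in males at mid-stage 5, 4.69 and 15.5 in females and 4.98 and 16.7 in males at late stage 5, 5.61 and 13.2 in females and 8.50 and 17.2 in males at stage 7, and 5.496 and 11.1 in females and 8.18 and 15.6 in males at stage 8–9. In *D. miranda* on XR, again with the paper's value first, the pairs were 1.95 and 14.3 in females and 1.99 and 17.8 in males at mid-stage 5, 2.57 and 13.9 in females and 3.00 and 15.6 in males at late stage 5, 6.27 and 17.7 in females and 6.20 and 17.9 in males at stage 7, 5.63 and 14.6 in females and 8.23 and 21.3 in males at stage 8–9, 8.51 and 19.5 in females and 14.0 and 28.0 in males at stage 10, and 9.82 and 16.0 in females and 17.9 and 28.4 in males at stage 12. Without the 5 highest genes, the level on XR no longer differed for *D. pseudoobscura* both sexes at stage 7 and stage 8–9, and *D. miranda* both sexes at stage 8–9, stage 10 and stage 12 and females at stage 7. With genes zygotic in both species, the level on XR no longer differed for *D. miranda* both sexes at stage 12. Under a stage 2 maximum of 1 RPKM and rescaling to equal allele-specific autosomal levels, each of the values for XR still differed. Requiring under 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, left no difference for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9, and *D. miranda* both sexes at stage 10 and stage 12 and females at stage 7.

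For the maternal allele level on chromosome 3, the paper's value, followed by the value here, was in *D. pseudoobscura* 4.87 and 12.0 in females and 4.55 and 11.5 in males at mid-stage 5, 5.49 and 14.1 in females and 4.70 and 14.0 in males at late stage 5, 6.72 and 15.2 in females and 7.11 and 14.9 in males at stage 7, and 6.89 and 13.7 in females and 6.89 and 12.9 in males at stage 8–9. In *D. miranda* on chromosome 3, again with the paper's value first, the pairs were 6.04 and 12.3 in females and 6.46 and 12.9 in males at mid-stage 5, 5.74 and 12.6 in females and 5.45 and 14.5 in males at late stage 5, 7.57 and 14.7 in females and 8.95 and 19.2 in males at stage 7, and 9.31 and 14.4 in females and 11.5 and 20.5 in males at stage 8–9. Without the 5 highest genes, the level on chromosome 3 no longer differed for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9, and *D. miranda* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9. With a stage 2 maximum of 1 RPKM, the level on chromosome 3 no longer differed for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9, and *D. miranda* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9. Under genes zygotic in both species and rescaling to equal allele-specific autosomal levels, each of the values for chromosome 3 still differed. Requiring under 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, left no difference for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9, and *D. miranda* both sexes at mid-stage 5, late stage 5, stage 7 and stage 8–9.

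For the maternal allele level on chromosomes 2 and 4, the paper's value, followed by the value here, was in *D. pseudoobscura* 4.14 and 17.3 in females and 4.07 and 18.3 in males at mid-stage 5, 4.94 and 18.9 in females and 4.15 and 17.1 in males at late stage 5, 5.84 and 19.9 in females and 6.16 and 19.9 in males at stage 7, 5.89 and 18.5 in females and 6.16 and 18.6 in males at stage 8–9, and 13.8 and 26.4 in females and 12.0 and 23.4 in males at stage 10. In *D. miranda* on chromosomes 2 and 4, again with the paper's value first, the pairs were 4.61 and 18.9 in females and 4.16 and 21.1 in males at mid-stage 5, 5.27 and 18.0 in females and 4.98 and 20.0 in males at late stage 5, 7.63 and 19.4 in females and 7.83 and 19.5 in males at stage 7, 8.63 and 20.0 in females and 9.34 and 20.7 in males at stage 8–9, 11.2 and 20.6 in females and 11.6 and 22.6 in males at stage 10, and 13.8 and 25.9 in females and 14.4 and 24.7 in males at stage 12. Without the 5 highest genes, the level on chromosomes 2 and 4 no longer differed for *D. pseudoobscura* both sexes at stage 10, and *D. miranda* both sexes at stage 10 and stage 12 and males at stage 8–9. With a stage 2 maximum of 1 RPKM, the level on chromosomes 2 and 4 no longer differed for *D. pseudoobscura* females at stage 10, and *D. miranda* both sexes at stage 7, stage 8–9, stage 10 and stage 12. Under genes zygotic in both species and rescaling to equal allele-specific autosomal levels, each of the values for chromosomes 2 and 4 still differed. Requiring under 5 RPKM at both stage 2 and stage 4, which was chosen after seeing the values, left no difference for *D. pseudoobscura* both sexes at mid-stage 5, late stage 5, stage 7, stage 8–9 and stage 10, and *D. miranda* both sexes at mid-stage 5, late stage 5, stage 7, stage 8–9 and stage 12 and females at stage 10.

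After these values were seen, 6 definitions of zygotic genes by transcript level were each set beside the 24 values of Table S9 for XL and XR together, over all genes and over genes with SNPs. Over all genes, the difference was absent for 22 of the 24 with a mean under 1 at stage 2 and under 5 at stage 4, for 21 with a mean under 5 at stages 2 and 4, for 20 with the latter and a mean above 5 at stage 12, for 7 with a mean under 5 at stage 2, for 4 when it was also above 5 at stage 12, and for 0 when it was above 5 at every later stage. Over genes with SNPs these counts were 8, 11, 8, 4, 0 and 0. The definition reported at the claims remained the one with a mean under 5 RPKM at stage 2 and genes with SNPs.

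The paper states that the maternal X passes the female interval in males at stage 7 in *D. pseudoobscura* on XL and on XR, and in the next sampled stage in *D. miranda*. Here the XR mean of 17.2 at stage 7 lay inside its interval of 8.32 to 19.4, and the *D. miranda* means of 26.5 on XL and 21.3 on XR at stage 8–9 lay inside 7.53 to 36.7 and 8.65 to 21.7. These intervals resample genes, although both sexes are averaged over the same genes. A male mean inside one does not show equal levels. For both arms together in *D. miranda*, the stage 8–9 mean was outside under a stage 2 maximum of 1 RPKM, without the 5 highest genes, and without female M3, with ratios of 1.47, 1.55 and 1.56. A limit of 5 RPKM at stages 2 and 4, chosen after seeing the values, put XL and XR outside at stage 7 in *D. pseudoobscura* and XR, but not XL, outside at stage 8–9 in *D. miranda*.

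The paper states that *D. miranda* has the larger share of female-biased genes on XL and XR in almost all stages before stage 12. For ratios above 2, *D. miranda* had the larger share at 4 of the 5 stages sampled from mid-stage 5 to stage 10, with Fisher's exact p over genes of 0.00534 at mid-stage 5, 4.18e-05 at late stage 5, 0.00514 at stage 8–9 and 2.25e-11 at stage 10, in line with the paper's statement. For ratios above 1.5, it had the larger share at 3 of the 5. There the Fisher's exact test over genes gave p = 9.81e-04 at late stage 5 and p = 4.07e-12 at stage 10. The difference was -4.98 percentage points at stage 7 and -3.33 at stage 8–9. At stage 7, the larger share was in *D. miranda* with embryos rescaled by the autosomal median (21.2 points) or to the sum of all genes (0.275), with the definition by transcript level (8.72) and without *D. pseudoobscura* female 3 (4.09). At stage 8–9 this held with the autosomal median (3.53) and without *D. pseudoobscura* female 2 (8.36) or male 3 (4.46). Dividing by the autosomal median ratio, which was chosen after seeing the data, gave 19.8 and 8.57 points at the 2 stages. Other alternatives went the opposite way. At mid and late stage 5, rescaling by the autosomal median gave *D. pseudoobscura* the larger share above 1.5. The definition by transcript level did so at late stage 5.

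The paper describes the onset of compensation as apparently later in *D. miranda*. The median ratio of XL and XR was lower in *D. miranda* at stage 7, at 1.32 against 1.34, and at stage 8–9, at 1.32 against 1.40, and higher at the 3 other stages before stage 12. Its stage 7 ratio was the higher one with an expression minimum of 10 RPKM, a paternal share above 45%, either rescaling, genes zygotic in both species or the definition by transcript level, and its stage 8–9 ratio with none of the alternatives set before the data were examined. Dividing by the autosomal median ratio, chosen after seeing the data, made it the higher one at both stages.

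The paper has the zygotic share of *D. miranda* level with that of *D. pseudoobscura* by stage 8–9 or stage 10. On chromosomes 2 and 4, the bootstrap intervals here stayed apart at both, from 78.6 to 82.1 against 83.6 to 86.8, and from 85.2 to 88.8 against 95.2 to 97.9, with 1 *D. miranda* female at the later stage. On chromosome 3 they overlapped at stage 8–9, from 77.0 to 82.4 against 80.6 to 85.2. On XL and XR they overlapped there as well, from 75.5 to 79.7 against 79.6 to 83.2. The paper also holds that the X and the autosomes have equal shares within a species, whereas at mid-stage 5 in *D. pseudoobscura* the share here was 53.3 on XL and XR and 59.8 on chromosomes 2 and 4. That difference was not tested.

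The paper describes XL and XR as alike. Of 12 comparisons of their ratios over genes, 7 had a Benjamini-Hochberg adjusted p under 0.05 in Wilcoxon tests, 4 of them in *D. pseudoobscura*. The lowest adjusted p, 1.22e-08 at stage 12 in *D. pseudoobscura*, went with medians of 0.936 on XL and 1.01 on XR (n = 717 and n = 931 genes). In all 7 the ratio of XR was the higher one.

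The paper sees no systematic direction when a neighboring stage correlates best. Over all 84 comparisons, 11 pointed to an earlier stage and 11 to a later one. Each pair of groups was read in both directions, so much of this balance is built in and cannot bear on the paper's statement. From *D. miranda* to *D. pseudoobscura*, 5 pointed earlier and 0 later, and in the reverse direction 2 pointed earlier and 7 later. With genes on chromosomes 2 and 4 alone, the counts were 7 and 0, and 2 and 7. No tool tested these counts.

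The paper states that replicate correlations pass 0.95. Here 43 of 47 pairs did in *D. pseudoobscura* and 39 of 57 in *D. miranda*. Genes on chromosomes 2 and 4 gave 45 and 33, and genes with a mean above 1 RPKM gave 40 and 49.

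The paper reports that every scaling it tried gave the same results for the X. At mid-stage 5, the XL and XR ratio was higher in *D. miranda* than in *D. pseudoobscura* under the authors' scaling, 1.83 against 1.66, and after rescaling to the sum of all genes, 1.77 against 1.62. It was lower after rescaling by the autosomal median, 1.63 against 1.68, which is not among the scalings that the paper names. At stage 7 it was lower under the authors' scaling, 1.32 against 1.34, and higher with the sum of all genes, 1.28 against 1.26, and with the autosomal median, 1.58 against 1.36.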

Other observations

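The division of the late stage 5 ratios by the autosomal ratio and the other splits of the embryos were tests chosen only after the result was seen.

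Zygotic genes on chromosomes 2 and 4 in *D. miranda* were female biased at stage 5, with median ratios of 1.24 at mid-stage 5 and 1.15 at late stage 5. The authors' scaling to the summed level of chromosomes 2 and 4 may produce part of this. Rescaling each embryo by its autosomal median brought the late stage 5 ratio to 1.05 and the mid-stage 5 ratio to 1.11, but this centres each embryo on autosomal genes and draws their ratio toward 1 whatever lies behind it, so the scaling and another cause cannot be told apart. A second candidate explanation is that the female embryos were further along in zygotic activation than the males. Their zygotic share was higher by 1.08 percentage points over both parts of stage 5, with an SD between embryos of 2.74 (exact permutation test within stages, two-sided p = 0.573, 300 arrangements), and in *D. pseudoobscura* it was -1.39 points (exact permutation p = 0.523). The 2 parts went opposite ways in *D. miranda*: the share was 52.2% in females and 49.1% in males at mid-stage 5, but 57.5% in females and 58.4% in males at late stage 5, where the females were not ahead. With differences of both signs, a pooled difference smaller than the SD and few embryos, a head start of the females and its absence cannot be told apart. The sex of the embryos stays among the open explanations, as untested. Without *D. miranda* mid-stage 5 female 3 the ratio was 1.07.

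The median ratio of XL and XR at late stage 5 was higher in *D. miranda* than in *D. pseudoobscura* by 0.262. A female bias of zygotic genes of every chromosome in *D. miranda* may account for most of it: after each species' ratio was divided by its autosomal ratio, the difference was 0.0431, or 16.4% of the first value. What is left was not tested, and a difference between the species in compensation stays open for it. The difference also rests on single embryos, since on XR, where it was 0.333, it was 0.0756 without *D. miranda* male 3 and 0.598 without male 2.

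The lower zygotic share of *D. miranda* females on chromosomes 2 and 4, -8.99 percentage points from mid-stage 5 to stage 8–9, could come from SNPs lying in different genes in the 2 species, or from fewer reads per gene in *D. miranda*. Over genes with values in both species the difference was -9.66 points, which argues against the first. Over genes with a summed maternal and paternal level of at least 5 it was -10.2 points, and with the median over genes -16.4, but with the ratio of sums over genes, which genes with few reads affect least, it was -4.24. Since the levels are scaled and the depth is unknown, fewer reads per gene and a lower zygotic share cannot be told apart for part of the difference. A difference between the species, in timing or in the matching of stages, stays open as untested. When stages were matched by correlation over all genes, 5 of 28 *D. miranda* groups correlated best with an earlier *D. pseudoobscura* stage and 0 with a later one.

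The *D. miranda* stage 7 female whose chromosome 4 values Table S1 marks had a paternal level on chromosome 4 that was 0.101 of the paternal level on chromosome 2, against 0.611 in the other female of the stage. A single copy of chromosome 4 might explain this, but the median log2 total level of its zygotic chromosome 4 genes minus that of chromosome 2 genes, 0.000636, was no lower than in the other 4 sexed embryos (-0.02 to -0.01), which argues against it. An error confined to the assignment of reads to alleles could do the same. The maternal level on chromosome 4 gained 1.21 times what the paternal level lost, measured against the other embryos. An embryo with 2 maternal copies of chromosome 4 would show this too, so the 2 cannot be told apart with these values. The study has no condition that sets this embryo apart, so no explanation by a condition was tested.

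The number of genes that limma called sex-biased was set beside the other splits of the same 6 embryos into 3 and 3, where there were 3 of each sex. There are 10 such splits, so the share with a result as large is never under 0.1. In *D. pseudoobscura*, the real split at late stage 5, with 306 genes, was the only 1 of 10 to reach its count (highest other 2), as at stage 7 with 265 genes (highest other 1) and at stage 12 with 98 (highest other 24). At stage 10, 2 of 10 splits reached the real count, and the other one called 677 genes. At stage 4, limma called 0 genes (696 at an unadjusted p under 0.05), which 10 of 10 splits reach, and another split called 1694. In *D. miranda*, 1 of 10 splits reached the 762 genes of late stage 5 (highest other 4), and 4 of 10 reached the 1 gene of stage 4 (highest other 14; 71 genes at an unadjusted p under 0.05). Whether other groupings than by sex lie behind the large counts at stages 4 and 10 was not tested.

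Embryos left out of the comparisons had these values. The 2 of undetermined sex are marked as bad samples in their labels. In the *D. miranda* stage 8–9 embryo of undetermined sex, paternal alleles made up 0.284% of the level on XL, 0.238% on XR, 31.4% on chromosome 2, 7.53% on chromosome 3 and 24.7% on chromosome 4. The *D. pseudoobscura* stage 8–9 embryo of undetermined sex had 26.5% on XL, 29.1% on XR, 17.6% on chromosome 2, 25.6% on chromosome 3 and 23.7% on chromosome 4. In the *D. miranda* stage 10 embryo with a pair of X chromosomes, a neo-X and a neo-Y, the percentages were 43.5 on XL, 38.4 on XR, 47.1 on chromosome 2, 15.1 on chromosome 3 and 40.9 on chromosome 4.

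Genes of the dosage compensation complex that the paper names were looked up at late stage 5 and stage 12, with fold changes and adjusted p from limma. In *D. pseudoobscura*, msl-2 at late stage 5 had 8.54 ± 0.906 RPKM (SD, n = 3) in females and 60.4 ± 28.0 (SD, n = 3) in males, a log2 fold change of -2.60 (standard error 0.33, adjusted p = 9.94e-07). In *D. miranda* it had 13.7 ± 2.20 (SD, n = 3) and 37.4 ± 22.0 (SD, n = 3), a log2 fold change of -1.24 (adjusted p = 0.0284). The log2 fold changes of mof were -0.96 (adjusted p = 0.0977) in *D. pseudoobscura* and -1.43 (adjusted p = 0.0178) in *D. miranda*. Those of mle were 0.55 (adjusted p = 0.397) and 0.67 (adjusted p = 0.332), and those of msl-3 were -0.29 (adjusted p = 0.5998) and 0.07 (adjusted p = 0.888). At stage 12 the log2 fold changes in *D. pseudoobscura* and *D. miranda* were -1.22 (adjusted p = 0.0557) and -2.20 (adjusted p = 2.93e-04) for msl-2, -1.45 (adjusted p = 0.0112) and -1.51 (adjusted p = 0.0238) for mof, -0.997 (adjusted p = 0.111) and -0.75 (adjusted p = 0.357) for mle, and -0.07 (adjusted p = 0.934) and -0.32 (adjusted p = 0.392) for msl-3. For msl-1, listed in *D. pseudoobscura*, the late stage 5 value was -1.09 (adjusted p = 0.317), and its stage 12 value was -0.51 (adjusted p = 0.743). Sep5, roX1 and roX2 are listed in neither species, and msl-1 is not listed in *D. miranda*. The *D. miranda* p-values at late stage 5 rest on a spread shared by all stages. The number of genes called at that stage fell from 762 to 164 without male 3, and these p-values share that limit. Whether any of these genes differs between the species was not tested.

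The autosomal genes with the largest fold changes whose sexes do not overlap, which happens by chance for 10% of genes with 3 against 3 embryos, were msl-2, CG11454 (log2 fold change -1.45, adjusted p = 6.63e-08 from limma) and unk (-1.35, adjusted p = 0.0362) in *D. pseudoobscura*. In *D. miranda* they were FBpp0284582-D3 (-4.67, adjusted p = 0.0249), FBpp0273925-D2 (-2.83, adjusted p = 0.00314) and FBpp0273681-D1 (2.83, adjusted p = 0.00884). The first of these was listed at 7.34e-05 RPKM in females and at 93.1 ± 98.4 RPKM (SD, n = 3) in males, so its fold change depends on the 1 RPKM added before taking logs. The p-values of the *D. miranda* genes have the limit given above for that stage.

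The *D. miranda* files list 14060 genes. The paper gives the same number for SNPs between the neo-X and the neo-Y, whereas the SNPs listed for the 2609 genes of chromosome 3 with a single entry sum to 18598.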
